# RNA-Sequencing and Bioinformatics Analysis of Long Noncoding RNAs and mRNAs in the Prefrontal Cortex of Mice Following Repeated Social Defeat Stress

**DOI:** 10.1155/2019/7505260

**Published:** 2019-03-27

**Authors:** Xian Wang, Shaolei Ma, Mao Mao, Caijuan Li, Xiaofeng Shen, Shiqin Xu, Jianjun Yang

## Abstract

**Background:**

Repeated or continuous chronic psychological stress may induce diverse neuropsychiatric disorders; however, the underlying mechanisms remain unclear. In this study, we explored the expression profiles of long noncoding RNAs (lncRNAs) and mRNAs, along with their biological function and regulatory network, in mice after repeated social defeat (RSD) stress to explore their potential involvement in the development of anxiety-like behaviors.

**Main Methods:**

RNA-sequencing was used to screen all differentially expressed (DE) lncRNAs and mRNAs between the RSD and control groups. Quantitative real-time polymerase chain reaction (qRT-PCR) was used for confirmation of the RNA-sequencing results. The function of DE lncRNAs was predicted by Gene Ontology (GO) enrichment and pathway analyses of target mRNAs. In addition, the functional regulatory network of the target mRNAs was constructed to reveal potential relationships between lncRNAs and their target genes with bioinformatics approaches.

**Key Findings:**

In mice experiencing RSD, 373 and 454 lncRNAs, along with 1142 and 654, mRNAs were significantly upregulated and downregulated, respectively. The detailed regulatory network included 126 eligible lncRNA-mRNA pairs. Among them, 14 genes such as* Arhgef1, Chchd2, Fam107a, Dlg1, Nova2, Dpf1*, and* Shank3 *involved in neurite growth, neural development, and synaptic plasticity were direct targets of the DE lncRNAs. qRT-PCR of four of the DE lncRNAs and mRNAs confirmed the reliability of RNA-sequencing. GO clustering analyses showed that the top enriched biological process, cellular component, and molecular function terms were synaptic transmission, neuron spine, and glutamate receptor binding, respectively. Further, the top three significant enriched pathways were synaptic adhesion-like molecule (SALM) protein interactions at the synapses, trafficking of *α*-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors, as well as glutamate binding, activation of AMPA receptors, and synaptic plasticity.

**Significance:**

Hundreds of lncRNAs and mRNAs are dysregulated after RSD, and many of these lncRNAs might participate in the development of anxiety-like behaviors via multiple complex mechanisms such as target regulation. Available informatics evidence highlighted the likely role of synapse dysfunction and abnormal synaptic neurotransmission in these behaviors. Thus, our findings provide potential candidate biomarkers or intervention targets for chronic psychological stress-induced neuropsychiatric disorders.

## 1. Introduction

Psychosocial stress is a significant contributor to the development of mental disorders or behavioral abnormalities such as anxiety, depression, schizophrenia, drug abuse, fear memory formation, or posttraumatic stress disorder [1]. We [2] and others [3] previously reported that social defeat stress, as a model of chronic psychological stress, may significantly induce anxiety-like behaviors. It is estimated that up to approximately 30% of the population is likely to experience various degrees of psychosocial stress in their lifetime, inevitably jeopardizing mental health and leading to substantial social or economic burdens [4]. Therefore, understanding the pathogenesis underlying the transition from chronic stress to a neuropsychiatric disorder is of great clinical significance and could help to identify possible intervention targets.

Long noncoding RNAs (lncRNAs) are a type of nonprotein coding RNA with a length ranging from 200 nucleotides to several hundred kilobases and mainly play a role in the response to harmful external stimuli [5]. In particular, lncRNAs are highly expressed in the central nervous system with large copy numbers and broad diversity. Accumulating evidence suggests that lncRNAs are involved in various levels of regulation of gene expression, including transcription or posttranscription regulation and epigenetic modification [6]. Notably, individual lncRNAs may have various functions, and such complex roles can orchestrate a combination of diverse biological processes.

Related to this high diversity in the central nervous system, animal model and human studies have suggested the participation of specific lncRNAs in multiple neuropsychiatric disorders, including anxiety, depression [7], and schizophrenia [8], via regulating neurodevelopment, neurodegeneration, and neuroimmunity. Certain lncRNAs have even emerged as candidate biomarkers for disease diagnosis, therapy, or prognosis [9]. However, the differential expression sites, binding sites, acting modes, and complex network of lncRNAs, which involve mRNAs, microRNAs,* cis* regulatory elements, and competing endogenous RNA networks, make it difficult to elucidate the specific functions of most lncRNAs [10].

Therefore, in the present study, we sought to investigate the roles of lncRNAs in the mechanism by which repeated or continuous chronic psychological stress induces diverse neuropsychiatric disorders using a mouse model of repeated social defeat (RSD) stress, based on a resident and intruder paradigm. Despite the involvement of several brain regions after repeated stress exposure, such as the amygdala or hippocampus, we chose to focus on the prefrontal cortex (PFC), which is considered to be the most sensitive brain region to control fear and stress responses [11]. Even slight acute stress can lead to rapid and prominent injury of prefrontal cognitive ability, while long-term chronic stress may even change the architecture of the PFC dendrites and thus alter its functional connectivity to the rest of the brain [12]. After inducing anxiety-like behavior, a marker of successful model establishment, we examined differentially expressed (DE) lncRNAs and mRNAs in the PFC of the mice using an RNA-sequencing approach. We further confirmed the RNA-sequencing results with four of the identified DE lncRNAs and mRNAs using quantitative reverse transcription-polymerase chain reaction (qRT-PCR). Subsequently, we predicted the biological function of the DE lncRNAs target mRNAs with Gene Ontology (GO) and pathway analyses in the RSD mice, and further constructed systematic functional landscapes of the lncRNAs–mRNAs network with specific bioinformatics approaches. These results can provide new insights and potential intervention targets for the early intervention or treatment of social stress-induced neuropsychiatric disorders.

## 2. Materials and Methods

### 2.1. Animals

Male 6–8-week-old C57/BL6 mice (20–25 g) were used as the residents, and 12-month-old CD-1 mice (30–35 g, retired breeders) were used as the intruders for RSD model establishment; all mice were purchased from Charles River Laboratory (Beijing, China). The C57BL/6 mice were housed in cohorts of three and the CD-1 mice were maintained in individual cages under a 12-h light/dark cycle at 22–24°C with sufficient food and water. All mice were acclimated to the surroundings for 7 days before model establishment. All procedures were conducted after ethical approval of the Institutional Animal Care and Use Committee of Nanjing Medical University (Approval no. 1706017).

### 2.2. RSD Model Establishment

The RSD model was established according to a resident-intruder paradigm as described previously [13]. In detail, an intruder male CD-1 mouse was placed into the home cage of three resident C57BL/6 mice. During the exposure, we recorded the behaviors of the mice to ensure that the intruder CD-1 mouse was acting aggressively, such as exhibiting attack behaviors, within 5–10 minutes after contact, while the resident C57/BL6 mice were presenting typical submissive behaviors, including an upright posture, escape attempts, or crouching. If no attack behaviors were observed by the CD-1 mouse or if the resident C57/BL6 mice attacked the intruder, a different CD-1 mouse was introduced. Each bout of exposure lasted 2 hours and was conducted for six consecutive nights; all anxiety-like behaviors of the C57/BL6 mice were monitored throughout the experiment. As a control, mice in a separate cage and room were left undisturbed under the same condition (3 mice per cage) throughout the experimental period.

### 2.3. Elevated Plus Maze (EPM) Test

The RSD-induced behavioral changes in C57/BL6 mice were evaluated with an EPM test, as a well-proven animal model for anxiety-like behaviors detection based on the aversion that rodents have for open spaces [14]. In brief, the apparatus contained four arms (70 × 5 cm) in the shape of a cross placed at a height of 75 cm above the floor. At the beginning of each test, the mouse was set into the center of the maze facing an open arm, and allowed to explore the maze* ad libitum*. The test was performed in a quiet room with fixed brightness and the movement trajectory was recorded and analyzed using SuperMaze animal behavior analysis software (Xinxin Ltd., Shanghai, China). The total time spent in the open and closed arms was recorded for each mouse with a 5-minute duration. Either an increase in time spent in the closed arm or a decrease in time spent in the open arm is considered to indicate anxiety-like behavior.

### 2.4. Tissue Collection and RNA Isolation

Only mice that presented with anxiety-like behavior were subjected to RNA-sequencing and bioinformatics analysis. For PFC tissue collection, eligible C57/BL6 mice were immediately decapitated after the EPM test. The brains were removed and cut coronally at the caudal border of the olfactory tubercle to remove the PFC [15]. Total RNA was extracted with Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA purity was assessed on a NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and the concentration was measured with Qubit® RNA Assay Kit on a Qubit® 2.0 fluorometer (Life Technologies, CA, USA) according to the manufacturer's instructions. In addition, RNA integrity was assessed with RNA Nano 6000 Assay Kit (Agilent Technologies, Foster City, CA, USA).

### 2.5. Library Preparation for lncRNA Sequencing

For RNA sample preparations, 3 *μ*g RNA served as the input material for each sample. Sequencing libraries were obtained using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) according to the manufacturer's protocol with index codes supplemented to generate sequences for each sample. In brief, ribosomal RNA was depleted with residues randomly cut into short fragments. First-strand cDNA was produced via a random hexamer primer, and the second strand was synthesized using DNA Polymerase I and RNase H. dNTPs with dTTP were substituted by dUTP in the reaction buffer. The left overhangs were changed into blunt ends with exonuclease and polymerase. Following adenylation of DNA 3′-ends and hairpin loop structure ligation, the library fragments were purified to select desired cDNA fragments of 150–200 bp. Next, 3 *μ*l USER Enzyme (NEB, USA) was mixed with the resultant cDNA and incubated at 37°C for 15 min followed by 95°C for 5 min. Thereafter, PCR was conducted with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. Finally, the products were purified with the AMPure XP system and the library quality was assessed (Agilent Bioanalyzer 2100 system). The generated libraries were sequenced by KeyGEN BioTECH (Nanjing, China) on an Illumina Hiseq 2500 platform, and 100-bp paired-end reads were produced. There are three samples obtained from three mice in each group, with data pooled for statistical analysis.

### 2.6. Clustering and Sequencing of lncRNA

Clustering of the index-coded samples was performed with a cBot Cluster Generation System according to the manufacturer's protocol. The library preparations were then sequenced with an Illumina Hiseq system and 150-bp paired-end reads were generated. We controlled the error rates of lncRNAs to be lower than 0.02% for each sample. The transcripts with splices for each sample were screened and combined as lncRNAs using Cuffmerge according to the following criteria: FPKM ≥ 0.5 (Cuffquant), exon number ≥ 2, and length > 200 bp. In addition, with Cuffcompare Software, we excluded overlapping and potential coding transcripts located in the exon regions [16]. All sequencing services were provided by KeyGEN BioTECH (Nanjing, China).

### 2.7. Identification of DE lncRNAs and mRNAs

We determined the DE lncRNAs and mRNAs using the edgeR package [17] along with the Cufflinks algorithm [18] among the transcripts obtained from RNA-sequencing. A |log_2_ fold change| ≥ 1.0 and p value ≤ 0.05 were used as the threshold values for identification of DE transcripts. Other than comparing candidate sequences with those of known lncRNAs with Cuffcompare [19], novel lncRNAs were identified according to the following criteria: (1) transcript length ≥ 200 bp and exon number ≥ 2; (2) a putative open reading frame < 300 bp; (3) overlapping prediction derived from the coding potential calculator, protein family database [20], and coding-noncoding index (CNCI) [21] related to possible lncRNA; and (4) not matched with known lncRNAs.

### 2.8. qRT-PCR Validation of DE lncRNAs and mRNAs

Four of the DE lncRNAs and mRNAs were randomly chosen for validation of the RNA-sequencing results in RSD versus control mice using qRT-PCR. In brief, total RNA was obtained from liquid nitrogen-frozen PFC tissues. Aliquots of 1 mg RNA were reverse-transcribed and amplified with a real-time PCR machine (Opticon, MA, USA) according to the manufacturer's recommendations. Expression levels of each lncRNA and mRNA were quantitatively calculated as a fold change with the 2^−ΔΔCT^ method. The* Gapdh* gene served as an internal control. The primer sequences used in qPCR are shown in Table 1.

### 2.9. Functional Prediction of the Target mRNAs of DE lncRNAs in RSD Mice

Since the majority of lncRNAs identified to date have not yet been functionally described, information on their function largely depends on the function prediction of their target mRNAs. lncTar software was used to predict the target mRNAs of the DE lncRNAs. All of the candidate target genes were then screened one by one to explore their possible involvement in psychiatric disorders with Medline database (PUBMED). Further, GO (http://geneontology.org/) was used to interpret the possible functions by forming hierarchical categories based on the biological process, cellular component, and molecular function terms of the DE target genes. GO is a useful bioinformatics tool that unifies the genes and gene product characteristics across all species and serves a good predictor of gene function.

In addition, pathway analyses were performed to identify the significant pathways of the DE targets genes through the Reactome (https://www.reactome.org), Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/pathway.html), Protein ANalysis THrough Evolutionary Relationships (PANTHER; http://www.pantherdb.org) and BioCyc (http://biocyc.org) databases. Enrichment factor, gene number, and p values were used to evaluate the correlation between target genes and their predicted functions or pathways. A threshold of p < 0.05 was considered to indicate a significant correlation. Other than KEGG, which stores the higher-order functional information for genes, the Reactome, PANTHER, and BioCyc databases were further screened to systematically elucidate the possible pathways involved in the response to RSD.

### 2.10. Analysis of lncRNA-mRNA Regulatory Networks

The coexpression regulatory network was constructed to determine the correlated expressed genes and establish lncRNA-mRNA coexpression pairs. Pearson's correlation coefficient was used with a default filtering threshold set at 0.99 [22]; the corrected p value of the hypothesis test was determined with the Holm calculation, with a default filtering threshold set at 0.05. Correlations among similar types of RNAs were not considered. lncRNA target genes were predicted with lncTar software.

### 2.11. Statistical Analysis

Data are expressed as mean ± standard error (sem). Unpaired t-test with Welch's correction was performed for comparison between two groups, and p < 0.05 was considered statistically significant.

## 3. Results

### 3.1. RSD for Six Days Successfully Induced Anxiety-Like Behaviors in C57/BL6 Mice

As there is individual variation among mice in response to chronic psychological stress, we examined anxiety-like behaviors in each mouse with the EPM test after six nights of exposure to social defeat stress. All six tested C57/BL6 mice demonstrated a significant increase in the time spent in the closed arm and a decrease in the time spent in the open arm compared to the controls (Figure 1), suggesting anxiety-like behaviors and successful establishment of the RSD model.

### 3.2. Hundreds of DE lncRNAs and mRNAs Were Identified in RSD Mice

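RNA-sequencing was performed on the PFC, the frontal part of the cortex involved in the control of emotion and of stress responses, from 3 RSD mice and 3 control mice. The RSD mice were male C57BL/6 mice, a common inbred strain, 6 to 8 weeks old, which met an aggressive CD-1 intruder in their home cage for 2 h on each of 6 nights. The control mice were left undisturbed in a separate cage and room, and mice were housed 3 to a cage, so an effect of RSD cannot be separated from one of cage or room. Ribosomal RNA was depleted and the libraries kept the strand of origin. The authors assembled transcripts with the Cufflinks suite and gave each transcript 1 value per mouse in FPKM. Their deposited tables hold 25974 lncRNA transcripts and 32870 mRNA transcripts. Such values carry no read counts, so the depth of each library is unknown. The smallest steps between low values gave the depths relative to control replicate 1, which were 0.877 and 0.859 for control replicates 2 and 3 and 0.908, 0.940 and 0.966 for RSD replicates 1, 2 and 3. The FPKM values of the mRNA transcripts summed to 168805, 135141 and 140437 in the control mice and to 158966, 158186 and 149323 in the RSD mice.For the comparisons, values were taken as log2(FPKM + 0.1), a scale that understates the fold change of low transcripts, and fitted with limma. Transcripts with at least 0.5 FPKM in at least 3 of the 6 mice were tested. Since Cufflinks divides the reads of a gene among its isoforms, the mRNA transcripts with the same gene symbol were also summed, which gave 12277 tested genes of 12559. These sums leave out assembled transcripts of the same locus that are listed as lncRNA. A transcript is called here at the threshold of the paper when its log2 fold change is at least 1 in size with an unadjusted p of at most 0.05, and it is said to rise or fall only when its Benjamini-Hochberg adjusted p is under 0.05. The gene lists, the rule for the genes named and the tests and alternatives were fixed before the data were examined, except those said to have been added or chosen later. A value of 0 in these tables can be a failed estimate. For example, Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, was listed at 311, 0 and 0.0055 FPKM in the control mice and at 327, 331 and 311 FPKM in the RSD mice. Where a group is listed at 0, the value of each mouse is therefore given and no fold change. Control replicate 1 stood apart from the other control mice. Across genes, which are not independent replicates, its correlation with RSD replicate 2 was 0.891 and that with control replicate 2 was 0.835. Coordinates are given as in the deposited tables. The labels name the mm9 build, but 99.9% of the mRNA transcripts matched by symbol overlap their gene on GRCm38.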

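Many lncRNA transcripts that changed most in RSD mice belonged to the loci of protein-coding genes. A locus here is the one the authors assembled, and a transcript need not overlap the gene that names it. NONMMUT045458.2, in the locus of Dnajb14, a co-chaperone of the endoplasmic reticulum, lies on chromosome 3 from 137912759 to 137913581 and rose from 0.159 ± 0.0255 FPKM (SD, n = 3 mice) in control mice to 14.6 ± 1.08 FPKM (SD, n = 3) in RSD mice. This is a log2 fold change of 5.83 (standard error 0.185, adjusted p = 0.00037 from limma). The opposite held for NONMMUT114518.1, on chromosome 3 from 158067186 to 158076112 in the locus of Lrrc7, which encodes densin, a protein of the postsynaptic density. It fell from 36.5 ± 5.42 to 0.168 ± 0.0096 FPKM (SD, n = 3 mice each), a log2 fold change of -7.08 (standard error 0.193, adjusted p = 0.000283 from limma). Among the 23640 lncRNA transcripts tested, 11 rose and 13 fell at an adjusted p under 0.05, and 20 of these 24 belonged to the locus of an mRNA. Further transcripts that rose were MERGE.1341.5 in the locus of Ncl, the nucleolar protein nucleolin, with a log2 fold change of 5.80, MERGE.38869.4 in that of Ppp6r1, a subunit of protein phosphatase 6, with 5.79, NONMMUT034345.2 in that of Cdc37l1, an Hsp90 co-chaperone, with 4.86, and NONMMUT057076.2 in that of Znrf2, a ubiquitin ligase, with 4.38. MERGE.16709.3, in the locus of the transcription factor Etv5, fell by 4.11 on the log2 scale. MERGE.15745.4, in the locus of the signaling gene Wnt7b, was listed at 0 in every control mouse and at 4.09, 3.15 and 4.71 FPKM in RSD mice. MERGE.33238.3, in the locus of Reln, which encodes the extracellular matrix protein reelin, was at 10.3, 3.30 and 8.02 FPKM in control mice and listed at 0 in every RSD mouse. NONMMUT008156.2 in the locus of the chromatin remodeling subunit Smarcc2 fell by 6.17, NONMMUT043148.2 in that of Nbea, which encodes neurobeachin, by 3.73 and NONMMUT050124.2, which overlaps 9130020K20Rik in a locus assembled with the RNA-binding protein gene Hnrnpr, by 3.65 on the log2 scale. NONMMUT150291.1 on chromosome 6 fell by 4.42, and MERGE.27539.21, in the locus of Pex5l, which encodes a partner of HCN channels, rose by 4.97. MERGE.1341.5, MERGE.38869.4 and MERGE.27539.21 were listed at or near 0 in control mice, so the pseudocount sets their log2 fold changes, which were 11.45, 11.30 and 9.15 at a pseudocount of 0.001, where none passed (adjusted p = 0.498, 0.497 and 0.6 from limma). At the threshold of the paper, 252 lncRNA transcripts were higher and 323 lower in RSD mice. This balance moved to 280 and 220 when the libraries were scaled to the same median, and to 267 and 236 under quantile normalization, 163 and 120 at a pseudocount of 1, 175 and 170 with a filter of 1 FPKM, 339 and 268 without control replicate 2 and 302 and 294 without control replicate 3, and it was 380 and 419 without control replicate 1 and 225 and 432 without RSD replicate 3. An unadjusted p of at most 0.05 was reached by 1248 transcripts, or 5.28% where chance gives 5%, and 11.0% had no overlap between the groups where chance gives 10%. The count of 24 became 66 without control replicate 1 and 46 without RSD replicate 3. Of the 20 with the largest changes, 8 kept an adjusted p under 0.05 whichever mouse was left out, and 3, 4, 6, 8, 7 and 4 lost it without control replicate 1, 2 or 3 or RSD replicate 1, 2 or 3, with adjusted p of up to 0.313. At pseudocounts of 0.01, 1 and 0.001, 8, 2 and 12 of the 20 lost it, with adjusted p of up to 0.929.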

RNA-sequencing revealed that 373 lncRNAs were prominently upregulated and 454 lncRNAs were downregulated in the PFC of RSD mice as compared to that of control C57/BL6 mice. In addition, 1142 and 654 mRNAs were significantly upregulated and downregulated, respectively, in the RSD mice. 

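Genes whose summed mRNA transcripts rose in RSD mice included Lzts3, which encodes a partner of Shank proteins at the postsynaptic density. Those whose sums fell included Phf5a, a subunit of the splicing factor SF3b, and Lamtor3, a scaffold of lysosomal signaling. For Phf5a, Gtpbp1, Dpp9 and Traf3 the values equalled those of 1 mRNA transcript. The summed FPKM of Lzts3 was 2.72 ± 0.414 (SD, n = 3 mice) in control mice and 41.2 ± 5.00 (SD, n = 3) in RSD mice, a log2 fold change of 3.87 (standard error 0.164, adjusted p = 0.00215 from limma). Phf5a fell from 7.53 ± 1.11 to 0.0403 ± 0.0275 FPKM (SD, n = 3 mice each), a log2 fold change of -5.77 (standard error 0.248, adjusted p = 0.00215 from limma), and Lamtor3 fell from 14.0 ± 0.195 to 5.08 ± 0.121 FPKM (SD, n = 3 mice each; adjusted p = 0.0122 from limma). Gtpbp1, which encodes a GTP-binding protein, was listed at 0 in every control mouse and at 9.08, 8.55 and 9.54 FPKM in RSD mice. The same held for Dpp9, a dipeptidyl peptidase, with 7.84, 5.02 and 5.03 FPKM in RSD mice, for Traf3, an adaptor of immune receptors, with 3.26, 4.71 and 4.45 FPKM, for Hhatl with 3.02, 2.79 and 3.12 FPKM, and for the transcription factor Sp2 with 2.38, 2.61 and 1.64 FPKM. Tns3, the focal adhesion protein tensin 3, rose from 0.192 ± 0.0863 to 5.11 ± 2.04 FPKM (SD, n = 3 mice each; adjusted p = 0.0463 from limma). Next in order among genes with lower values, Prr18 had a log2 fold change of -3.25 (adjusted p = 0.0582), Cc2d1a one of -1.89 (0.0737) and Zfp180 one of -1.74 (0.0737), and none of these passed. In all, 7 genes rose and 2 fell, or 5 and 4 when all transcripts of a locus were summed. At the threshold of the paper 227 genes were higher and 70 lower, or 206 and 117 under quantile normalization, 149 and 44 at a pseudocount of 1, 287 and 216 when summed over loci, 678 and 75 without control replicate 1, 136 and 83 without RSD replicate 1, 135 and 77 without RSD replicate 2 and 400 and 109 without RSD replicate 3, and 16.1% of genes had no overlap between the groups where chance gives 10%. The 9 genes became 56 without control replicate 1, 3 without RSD replicate 2 and 5 without RSD replicate 3. Gtpbp1, Lzts3 and Phf5a stayed past the adjusted threshold whichever mouse was left out. Lamtor3, Sp2 and Tns3 lost it in each case except without control replicate 1, Hhatl without any 1 of the RSD mice, Traf3 without RSD replicate 2 or 3 and Dpp9 without RSD replicate 2, with adjusted p of up to 0.211. At pseudocounts of 0.01, 1 and 0.001, 3, 1 and 7 of the 9 lost it, with adjusted p of up to 0.547. Neither leaving out a mouse nor another pseudocount shows whether reads of these loci went to transcripts listed as lncRNA, which the sums leave out.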

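Some mRNA transcripts changed in RSD mice, and the log2 fold change of the sum over their gene was in some cases small. ENSMUST00000008826 of Rpl10, a protein of the large ribosomal subunit, lies on chromosome X from 74270812 to 74273135 and fell from 28.9 ± 5.73 to 0.111 ± 0.00361 FPKM (SD, n = 3 mice each), a log2 fold change of -7.08 (standard error 0.207, adjusted p = 0.00041 from limma), whereas the sum over the Rpl10 transcripts had a log2 fold change of -0.28 (adjusted p = 0.65 from limma). ENSMUST00000114573 of Sidt2, a lysosomal membrane protein, was listed at 0, 0 and 0.0242 FPKM in control mice and at 9.99, 13.9 and 15.5 FPKM in RSD mice. ENSMUST00000173888 of the transcription factor Gtf2i was listed at 0 in every control mouse and at 14.1, 21.4 and 17.2 FPKM in RSD mice. The sums over Sidt2 and Gtf2i had log2 fold changes of 0.30 and 1.16. Among lower transcripts, the kinase Brsk2, which acts in neuronal polarity, had a pair of isoforms that fell by 5.36 and 4.20 on the log2 scale, and Map2, a microtubule protein of dendrites, had an isoform that fell by 4.51. Rusc1 and Smg5 each had an isoform that fell, by 4.40 and 4.21. An isoform of the lectin Lgals9 was at 2.15, 1.41 and 2.42 FPKM in control mice and listed at 0 in every RSD mouse. Of 29471 mRNA transcripts tested with limma, 33 rose and 15 fell at an adjusted p under 0.05, while 758 were higher and 446 lower at the threshold of the paper. The last 2 counts became 1621 and 485 without control replicate 1, 482 and 472 without RSD replicate 1, 487 and 488 without RSD replicate 2, 421 and 209 at a pseudocount of 1 and 504 and 265 with a filter of 1 FPKM. Leaving out control replicate 1 raised the 48 adjusted calls to 216, and leaving out RSD replicate 1, 2 or 3 lowered the 48 to 16, 22 and 23. Of the 20 transcripts with the largest changes, 10 kept an adjusted p under 0.05 whichever mouse was left out, and 3, 6, 8, 9, 8 and 9 lost it without control replicate 1, 2 or 3 or RSD replicate 1, 2 or 3, with adjusted p of up to 0.26. At pseudocounts of 0.01, 1 and 0.001, 6, 3 and 11 of the 20 lost it, with adjusted p of up to 0.766. An unadjusted p of at most 0.05 was reached by 1999 transcripts, or 6.78%, and 13.4% had no overlap between the groups where chance gives 10%. Of the 1204 transcripts at the threshold of the paper, 260, or 21.6%, belonged to a gene whose sum met it in the same direction. Among the 1055 from genes with several tested transcripts the share was 11.8%, and the median size of the log2 fold change was 1.84 for the transcript, chosen for a large change, and 0.40 for its gene. Over all 23840 tested transcripts of such genes these medians were 0.34 and 0.18. The share of a transcript in the sum of its gene passed the adjusted threshold upward for 21 transcripts and downward for 13 in limma. The share of the Sidt2 transcript rose by 6.62 on the log2 scale (adjusted p = 0.00445) and that of the Rpl10 transcript fell by 6.81 (adjusted p = 0.00294). Within Mrps24, a protein of the mitochondrial ribosome, ENSMUST00000020770 was listed at 0 in every control mouse and at 6.46, 8.49 and 7.26 FPKM in RSD mice, while the share of ENSMUST00000154330 fell by 3.74. Isoforms of the chromatin genes Ehmt2 and Rnf20 gained share by 4.94 and 4.91, and an isoform of Stard10 and one of the splicing factor Hnrnpa1, both listed at 0 in every control mouse, were at 0.707, 2.88 and 2.48 FPKM and at 3.75, 2.12 and 2.93 FPKM in RSD mice. The shares of isoforms of Ninj1, the autophagy gene Atg16l1 and Slc35f6 fell by 4.43, 4.05 and 3.48. The 34 shares became 159 without control replicate 1, 7 without control replicate 3 or RSD replicate 3, and 0 without control replicate 2, RSD replicate 1 or RSD replicate 2. At pseudocounts of 0.01, 1 and 0.001, 2, 15 and 8 of the 20 shares with the largest changes lost the call. An unadjusted p of at most 0.05 was reached by 1378 shares of 23840 with all 6 mice.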

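Immediate early genes, which neurons switch on within minutes of activity, were higher in RSD mice. Fos, the classical marker of neuronal activity, was at 3.90 ± 0.564 FPKM (SD, n = 3 mice) in control mice and at 13.0 ± 3.11 FPKM (SD, n = 3) in RSD mice, and Arc, which acts at activated synapses, was at 18.6 ± 7.07 and 85.9 ± 25.9 FPKM (SD, n = 3 mice each). The log2 fold changes were 1.70 for Fos and 2.22 for Arc. Egr1, another activity-dependent transcription factor, was at 24.9 ± 2.31 and 39.4 ± 4.29 FPKM (SD, n = 3 mice each), whereas the neurotrophin gene Bdnf had a log2 fold change of -0.01. Of the 22 listed immediate early genes, 21 had a positive log2 fold change with a median of 1.00, and in 15 every RSD mouse lay above every control mouse, where chance gives 5%. Over all tested genes 16.1% had no overlap between the groups in either direction, and the genes of a list are not independent. No member passed the adjusted threshold over all genes in limma, 14 were higher at an unadjusted p of at most 0.05, and 14 passed when adjusted over the list alone. The last count was 17 without control replicate 1 and 9 without RSD replicate 1 or RSD replicate 2. As a group they passed the camera test of limma with a preset correlation (adjusted p = 1.04e-13 over 26 lists), with p = 0.00899 with an estimated correlation, which is 0.234 after adjustment. Every other way to split the 6 mice into 3 and 3 also had at least 3 lists past camera at the preset correlation. Fosb and Egr2, of the same families as Fos and Egr1, had log2 fold changes of 1.46 and 1.53, and Btg2, an antiproliferative gene, had one of 1.08. Nr4a1, a nuclear receptor, was listed at 8.06, 0.0127 and 0 FPKM in control mice and at 18.3, 23.5 and 27.3 FPKM in RSD mice.

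**Figure D1:**
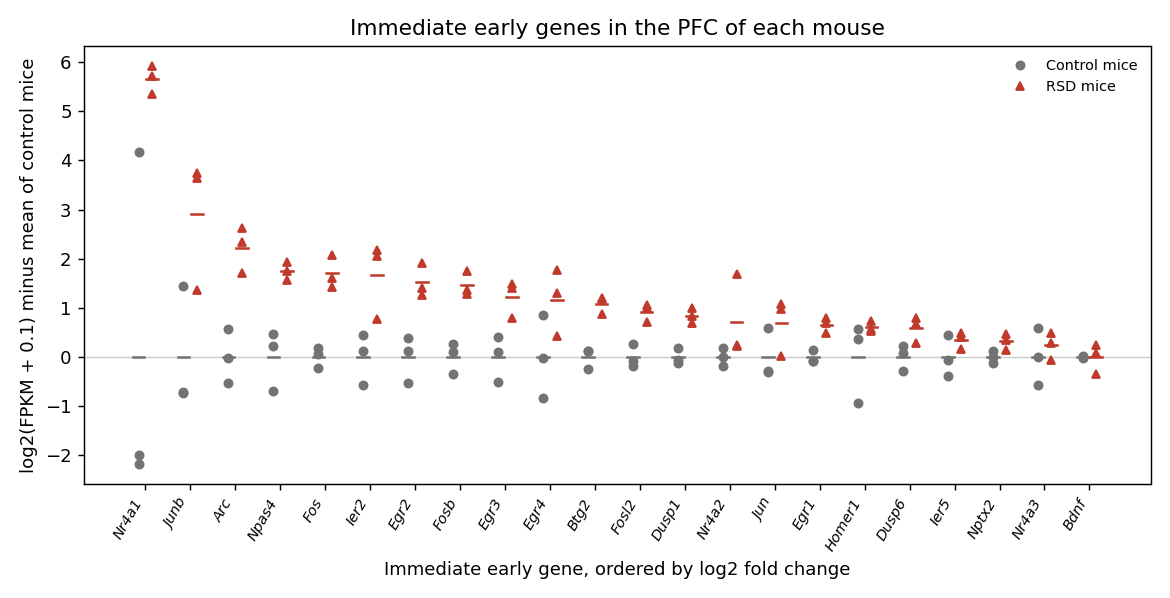
The vertical axis gives log2(FPKM + 0.1) of each of the 22 immediate early genes minus the mean of the control mice, with 1 point per mouse (circles, control mice; triangles, RSD mice) and a bar for each group mean. The group means are higher in RSD mice for 21 of the 22 genes, and in Nr4a1 the distance depends on control replicates 2 and 3, listed at 0.0127 and 0 FPKM.

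Genes that respond to glucocorticoids, the stress hormones of the adrenal cortex, had a median log2 fold change of 0.82 over 16 tested members, 14 of them positive. Sult1a1, a sulfotransferase, was at 3.32 ± 0.468 FPKM in control mice and 6.10 ± 0.59 FPKM in RSD mice (SD, n = 3 mice each), and the cell cycle inhibitor Cdkn1a was at 3.02 ± 0.468 and 6.31 ± 1.78 FPKM (SD, n = 3 mice each). No member passed over all genes in limma, 5 were higher at an unadjusted p of at most 0.05 and 3 passed when adjusted over the list alone. Those 3 became 10 without control replicate 1, 1 without RSD replicate 3 and 0 without control replicate 2, control replicate 3 or RSD replicate 1. The group passed camera (adjusted p = 8.08e-05), with p = 0.039 with an estimated correlation, which is 0.507 after adjustment. Before adjustment the latter p ran from 0.0357 to 0.0993 when 1 mouse was left out. Markers of oligodendrocytes, the cells that form myelin, were also higher as a group (median log2 fold change 0.56, adjusted p = 0.00754 from camera, p = 0.276 with an estimated correlation). Of these 12 markers, 8 had a positive log2 fold change, and the mean was 0.325. Their 2 members that passed over the list alone were Mbp, at 41.6 ± 5.94 and 64.7 ± 5.94 FPKM, and Mobp, at 30.3 ± 4.84 and 49.6 ± 6.59 FPKM (SD, n = 3 mice each), and none passed over all genes, while 5 reached an unadjusted p of at most 0.05. The 2 became 7 without control replicate 1 and 0 without any 1 of the others, and the call of the group was lost without RSD replicate 3 (adjusted p = 0.0796). Markers of endothelial cells, which line the vessels, were lower, with a median log2 fold change of -0.57 (adjusted p = 8.91e-05 from camera, p = 0.131 with an estimated correlation). The receptors Flt1 and Tek had -0.84 and -1.25, and 4 of the 10 members were lower at an unadjusted p of at most 0.05, with 0 passing over all genes or over the list alone, though 6 passed over the list alone without control replicate 3.
From the transcripts past its threshold the paper reasons on to the mRNAs that the lncRNAs may target and, from the functions of those mRNAs, to the synapse.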

Data of all differential expressed lncRNAs and mRNAs have been uploaded to GEO database and released since March 5, 2019 (Accession number GSE127812). Tables 2 and 3 list the top 20 upregulated and downregulated lncRNAs and mRNAs in RSD mice, and the volcano plot and heat maps for clustering analysis of DE lncRNAs and mRNAs are shown in Figures 2 and 3, respectively. 

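Most upregulated mRNA transcripts of Table 3, and fewer of the upregulated lncRNA transcripts of Table 2, were listed at 0 in every control mouse. In Table 2, MERGE.45931.1, in the locus of the transcription factor Zbtb16, was listed at 0 in every control mouse and at 1.96, 1.78 and 2.34 FPKM in RSD mice. MERGE.29971.2, which overlaps the neuronal adhesion gene Negr1, was listed at 0 and at 1.90, 1.52 and 2.39 FPKM. Both passed the adjusted threshold, while MERGE.19004.1, which overlaps Pacsin1, did not (adjusted p = 0.242 from limma) and MERGE.14280.14, which overlaps Fgf14, was listed at 0 and at 0.587, 0.225 and 1.07 FPKM and was too low to be tested. Of the downregulated lncRNAs, MERGE.30595.2, which overlaps Lingo2, fell by 4.58 on the log2 scale (adjusted p = 0.0125 from limma), MERGE.42349.27, MERGE.45094.8 and MERGE.35381.3 had log2 fold changes of -3.06, -3.93 and -5.82 without passing (-3.90 to -2.05, -5.21 to -3.29 and -6.55 to -5.45 when 1 mouse was left out), and MERGE.45991.1 was too low to be tested. In Table 3, the adhesion receptor gene Adgrl3 had a pair of isoforms listed at 0 in every control mouse, ENSMUST00000122356 with 18.8, 6.91 and 3.31 FPKM and ENSMUST00000122037 with 9.48, 4.42 and 7.45 FPKM in RSD mice. Isoforms of Fn1 and Ank1, at 1.07, 0.453 and 0.217 FPKM and at 0.192, 1.86 and 0.327 FPKM in control mice, were listed at 0 in every RSD mouse and were too low to be tested. ENSMUST00000041838 of Adgrb3, an adhesion receptor, was at 34.9, 28.7 and 29.7 FPKM in control mice and at 0.00302, 29.4 and 0.00283 FPKM in RSD mice (adjusted p = 0.729 from limma). All 80 transcripts of both tables had the direction the paper gives. Of 20 in each part, the threshold of the paper was met here by 19 upregulated and 12 downregulated lncRNAs and by 18 upregulated and 12 downregulated mRNAs, and the adjusted threshold by 7, 3, 14 and 3. These lists were chosen by the study on the same mice and are not independent evidence. A group listed at 0 in all 3 mice accounted for 9 and 3 of the lncRNAs and for 16 and 7 of the mRNAs. At the level of the gene, 7 of the 20 upregulated and 3 of the 19 tested downregulated mRNAs of Table 3 met the threshold of the paper. Clustering of the libraries, shown in the heat maps of the paper, was examined with principal components of the gene values. The leading component held 38.1% of the variance and placed control replicate 1 at -31.0, RSD replicates 1, 2 and 3 at -43.1, -36.6 and -0.401, and control replicates 2 and 3 at 64.1 and 47.0. Genes listed at 0 numbered 92, 193 and 177 in control replicates 1, 2 and 3 and 72, 77 and 97 in RSD replicates 1, 2 and 3. Slc17a7, Lrrc4b, Ncan and Nptxr had at least 10 FPKM in control replicate 1 and in every RSD mouse and less than 0.1 FPKM in control replicates 2 and 3, a pattern chosen after the values were seen.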

All differentially expressed lncRNAs and mRNAs, along with fold changes and p value were shown in Supplementary Tables 1–4.

### 3.3. qRT-PCR Validated the RNA-Sequencing Results

qRT-PCR showed that NONMMUT033604.2 and NONMMUT068776.2 were upregulated lncRNAs, and NONMMUT064397.2 and NONMMUT032162.2 were downregulated lncRNAs in RSD mice. In addition, ENSMUST00000106332 and ENSMUST00000088086 were upregulated mRNAs, and ENSMUST00000177637 and ENSMUST00000126073 were downregulated mRNAs in RSD mice. These results were consistent with the RNA-sequencing of these four genes (Figure 4), thereby validating the reliability of the RNA-sequencing protocol.

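In the RNA-sequencing values, the strongest contrasts among these transcripts were in Sez6l2, a seizure-related membrane protein of neurons, and Sulf2, a sulfatase that edits heparan sulfate. ENSMUST00000106332 of Sez6l2, on chromosome 7 from 126950966 to 126970270, was listed at 0 in every control mouse and at 27.2, 33.5 and 43.8 FPKM in RSD mice. ENSMUST00000088086 of Sulf2, on chromosome 2 from 166073920 to 166155285, was listed at 0 in every control mouse and at 22.1, 18.8 and 19.5 FPKM in RSD mice. NONMMUT064397.2, on chromosome 8 from 3455524 to 3456604 in the locus of Arhgef18, fell from 9.65 ± 2.04 to 0.0137 ± 0.000445 FPKM (SD, n = 3 mice each), a log2 fold change of -6.40 (standard error 0.238, adjusted p = 0.00058 from limma). These 3 passed the adjusted threshold. NONMMUT032162.2, in the locus of Rbm27 on chromosome 18 from 42333299 to 42341549, was at 6.55, 8.32 and 8.05 FPKM in control mice and at 0.431, 0.00438 and 0.00425 FPKM in RSD mice (log2 fold change -5.42, adjusted p = 0.0939 from limma, or 0.0043 without RSD replicate 1). ENSMUST00000177637 of Cx3cr1, the fractalkine receptor of microglia, on chromosome 9 from 119901616 to 120068283, was at 0.938, 2.18 and 1.82 FPKM in control mice and listed at 0 in every RSD mouse. ENSMUST00000126073 of the RNA-editing enzyme Adarb1, on chromosome 10 from 77290727 to 77418227, was at 14.1, 5.01 and 2.07 FPKM in control mice and at 1.21, 0 and 0 FPKM in RSD mice. NONMMUT068776.2, which overlaps Arhgef12 on chromosome 9 from 43045840 to 43050998, was listed at 0 in every control mouse and at 0.716, 0.985 and 1.14 FPKM in RSD mice. NONMMUT033604.2, on chromosome 19 from 5795745 to 5802674, overlaps Malat1, an abundant nuclear lncRNA, and was at 0, 0 and 17.2 FPKM in control mice and at 13.2, 23.9 and 38.9 FPKM in RSD mice. All 8 met the threshold of the paper with all 6 mice. In an exact two-sided permutation test NONMMUT033604.2 had p = 0.2 and the other 7 had p = 0.1, the smallest that 3 mice against 3 allow. Over the isoforms of each gene, the log2 fold change was 1.23 for Sez6l2 (adjusted p = 0.55 from limma), 1.76 for Sulf2 (0.583), 0.01 for Cx3cr1 (0.998) and -1.05 for Adarb1 (0.533), and when 1 mouse was left out it ran from 0.73 to 1.65, from 0.80 to 2.37, from -0.43 to 0.88 and from -1.36 to -0.71. The 10 transcripts that overlap Malat1 summed to 49.1, 276 and 292 FPKM in control mice and to 258, 303 and 292 FPKM in RSD mice (exact permutation test, p = 0.5). Without control replicate 3, the adjusted p of NONMMUT033604.2 from limma went from 0.927 to 0.00981, with both remaining control mice listed at 0. Its log2 fold change was 5.38 with all mice and 4.14 without control replicate 1 or control replicate 2.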

### 3.4. Target mRNA Prediction and Functional Regulatory Network of DE lncRNAs

As lncRNAs may regulate adjacent protein-coding genes, including mRNAs, we further identified the likely target mRNAs of the identified DE lncRNAs using lncTar software, with a total of 126 target mRNAs determined. Unfortunately, no target mRNAs were identified for the top 20 upregulated and 20 downregulated DE lncRNAs (Table 2), which are more likely to play important roles in the pathogenesis in RSD mice. Indeed, a majority of the lncRNAs had no target mRNAs. Thereafter, we screened all possible target mRNAs according to the fold change in the expression level of two upregulated and two downregulated lncRNAs (Table 4). As shown in Table 4, one lncRNA could potentially target three or more mRNAs, associated with three or more regulatory functions. Thus, as expected, this result highlighted the complex regulatory network between lncRNAs and their target genes, as illustrated in Figure 5. Furthermore, a total of 14 promising target genes of the DE lncRNAs were identified to participate in the pathogenesis of certain psychiatric disorders (Table 5).

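All 4 lncRNAs of Table 4 met the threshold of the paper in the values per mouse. MERGE.36317.1 spans the locus of Cadps2, which encodes a protein that primes dense-core vesicles for release, on the minus strand of chromosome 6 from 23262675 to 23839300. It fell from 8.24 ± 0.978 to 0.119 ± 0.13 FPKM (SD, n = 3 mice each), a log2 fold change of -5.41 (standard error 0.418, adjusted p = 0.0132 from limma). On the same strand, from 23262823 to 23839225, the Cadps2 mRNA transcript ENSMUST00000018122 was listed at 0 in every control mouse and at 17.5, 15.4 and 14.4 FPKM in RSD mice. Summed over its mRNA transcripts, Cadps2 had a log2 fold change of 2.72 (adjusted p = 0.427 from limma). That sum leaves out MERGE.36317.1 and MERGE.36317.2, so it does not give the change of the locus. MERGE.36317.2 was at 8.07, 2.79 and 1.00 FPKM in control mice and at 0.201, 0.102 and 0.270 FPKM in RSD mice. These transcripts share a strand and nearly the same extent, and the 2 listed as lncRNA were lower where the mRNA transcript was higher. A shift of reads between them could give this without a change of the locus, and it was not tested. C330006A16Rik (ENSMUST00000163836) and MERGE.16056.9 in the locus of the histone methyltransferase Kmt2d had log2 fold changes of 4.49 and 4.28, and NONMMUT051222.2, which overlaps Elapor2 in a locus that the authors assembled with the glutamate receptor gene Grm3, had -4.89, none past the adjusted threshold. Of the 12 target mRNA transcripts, 4 were higher, 7 were lower and 1 did not meet the threshold of the paper. The higher ones were those of Ubald2 (log2 fold change 1.27), Nwd1 (1.54), Rabep2, an effector of endosomal fusion (1.26), and Pnkd (1.48). The lower ones included Rap1gap, which switches off the GTPase Rap1 (-2.29), Dpf1, a subunit of a neuronal chromatin remodeling complex (-2.06), Tarsl2 (-1.89), Cox6a1, a subunit of cytochrome c oxidase (-1.76), Ampd2 (-1.61) and Gatb (-1.40). Of these 12, only Shank3 passed the adjusted threshold. Apbb1, a partner of the amyloid precursor protein, was at 39.6, 0.628 and 0.833 FPKM in control mice and at 32.5, 50.4 and 32.0 FPKM in RSD mice. Its adjusted p from limma was 0.729 with all mice and 0.0059 without control replicate 1. When 1 mouse was left out, its log2 fold change ran from 2.62 to 5.51.

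**Figure D2:**
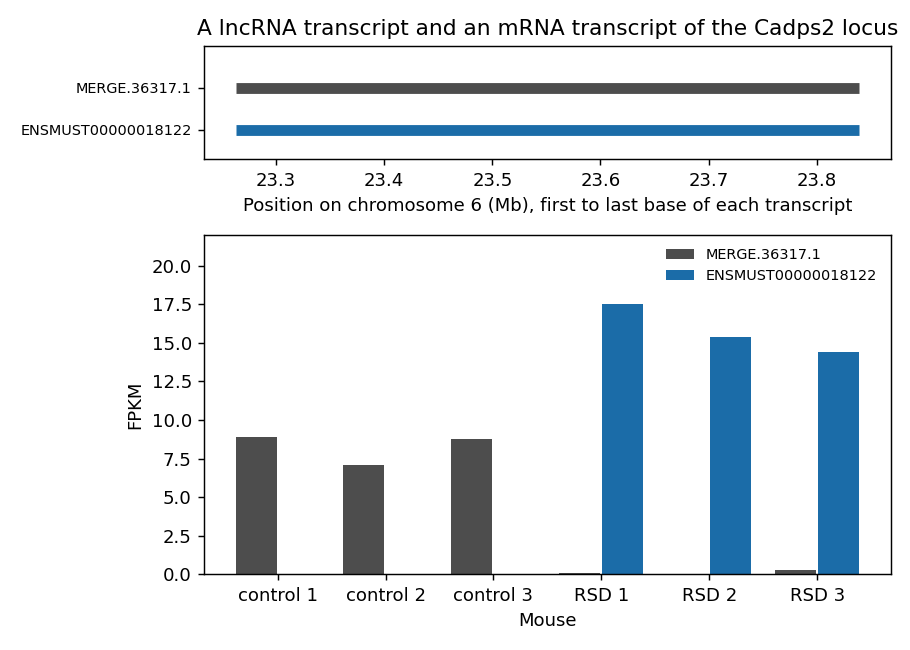
The upper panel draws the extent of the lncRNA transcript MERGE.36317.1 and of the mRNA transcript ENSMUST00000018122 along chromosome 6 in Mb, and the bars below give the FPKM of each in every mouse. In control mice the lncRNA transcript lies between 7.11 and 8.87 FPKM and the mRNA transcript at 0, and in RSD mice the mRNA transcript lies between 14.4 and 17.5 FPKM.

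As genes, the 12 targets had 2 members at the threshold of the paper, Ubald2 and Rap1gap (-1.01), and 3 at an unadjusted p of at most 0.05, with none past the adjusted threshold in limma. As a list chosen by the study on these mice, which is not independent evidence, they had a median log2 fold change of 0.22 (adjusted p = 0.26 from camera, or 0.0315 without control replicate 1, with p = 0.605 with an estimated correlation over all 6 mice), and none passed when adjusted over the list alone, or 4 without control replicate 1. The call of MERGE.36317.1 was lost without control replicate 1, control replicate 3 or RSD replicate 1, with adjusted p of 0.0505, 0.052 and 0.0651. In the loci of mRNAs lay 293 of the lncRNA transcripts at the threshold of the paper, 83 of them (28.3%) beside an mRNA transcript of the locus that also met it, against 693 of 6037 (11.5%) for lncRNA transcripts below it. The mRNA transcript moved the opposite way for 53 and the same way for 41 of the 83, some with both. The shares were not matched for the number of mRNA transcripts in a locus, and 187 of the 293 were transcripts assembled by the authors. They therefore do not show that a lncRNA and an mRNA were regulated together.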

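Of the targets in Table 5, the neuronal splicing factor Nova2 had the clearest rise among higher transcripts. ENSMUST00000172835 of Nova2, on chromosome 7 from 18926080 to 18958618, rose from 0.162 ± 0.0831 to 6.97 ± 1.55 FPKM (SD, n = 3 mice each), a log2 fold change of 4.78 (standard error 0.338, adjusted p = 0.0137 from limma). Nova2 as a gene was at 8.35 ± 1.63 and 14.7 ± 1.28 FPKM (SD, n = 3 mice each), with a log2 fold change of 0.82. The activity-dependent transcription factor Npas4 was at 2.70 ± 1.04 FPKM in control mice and 8.88 ± 1.12 FPKM in RSD mice (SD, n = 3 mice each). Other transcripts at the threshold of the paper were those of Arhgef1 (log2 fold change 2.04), Ddit4, an inhibitor of mTOR signaling (1.51), Sez6 (1.46), the NMDA receptor subunit Grin1 (1.21), the synaptic scaffold Dlg1 (1.12), the mitochondrial protein Chchd2 (1.03) and, lower, the endosomal protein Dnajc13 (-1.50). The transcript of Pick1, which binds AMPA receptors, had 0.88. Of 13 target mRNA transcripts, 9 were higher, 3 lower and 1 neither at the threshold of the paper, and 2 passed the adjusted threshold, those of Nova2 and Shank3. The call for Nova2 was lost without control replicate 2, RSD replicate 1, RSD replicate 2 or RSD replicate 3, with adjusted p of up to 0.115. The table prints MERGE.41589.1, a lncRNA transcript in the locus of Gsg1l with a log2 fold change of -1.30, in the mRNA column for Dlg4, whose gene had 0.09. Of the 14 lncRNAs tested, 7 were higher and 7 lower, and 1 passed the adjusted threshold. At the level of the gene, Npas4 and Ddit4 met the threshold of the paper and Dlg1 had a log2 fold change of -0.24, against the direction of its listed transcript. Of the 14 genes, 6 were higher and 1 lower at an unadjusted p of at most 0.05, none passed over all genes in limma, and 3 passed when adjusted over the list alone, which is not independent evidence for a list chosen on these mice. Those 3 became 9 higher and 1 lower without control replicate 1, 1 without control replicate 2 and 0 without control replicate 3 or any RSD mouse. The list had a median log2 fold change of 0.41 (adjusted p = 0.000853 from camera, p = 0.137 with an estimated correlation). Over Tables 4 and 5, the 38 transcripts at the threshold of the paper became 25 without control replicate 3 or RSD replicate 1.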

### 3.5. Functional Prediction of Target mRNAs of DE lncRNAs in RSD Mice

As shown in Figure 6, the top three significantly changed biological processes after RSD were found to be synaptic transmission, regulation of postsynaptic membrane potential, and establishment of synaptic vesicle localization. The top three enriched cellular components were neuron spine, postsynaptic density, and excitatory synapse, and the top three enriched molecular function terms were glutamate receptor binding, kinase activity, and transferase activity, transferring phosphorous-containing groups. These associations strongly indicate a common dysfunction of synapse in the PFC of RSD mice. 

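The terms of the paper came from an enrichment among predicted target mRNAs. The lists here were set separately and tested for a common shift of gene sums, so they do not test that enrichment. Among postsynaptic scaffolds and adhesion proteins, Nrxn2, a presynaptic adhesion receptor, had a log2 fold change of 1.27 and Baiap2, a scaffold of dendritic spines, one of 0.78. Among proteins of synaptic vesicles and release, Rims1 and Rab3a of the active zone had 0.48 and 0.51, whereas Erc1 had -1.57 and the vesicle protein Syn2 -0.65. Of the GABA receptors of inhibitory synapses, Gabra3 had -0.43 and Gabbr2 0.36. None of these genes passed the adjusted threshold in limma. The 24 scaffold and adhesion genes had a median log2 fold change of 0.26 (adjusted p = 0.188 from camera, or 0.00952 without RSD replicate 3, with p = 0.387 with an estimated correlation over all 6 mice), with 3 higher and none lower at an unadjusted p of at most 0.05. The 27 tested vesicle and release genes had a median of 0.23 (adjusted p = 0.168 from camera, p = 0.088 with an estimated correlation), with 3 higher and 2 lower. For the 15 genes of inhibitory synapses and GABA receptors the median was -0.01 (adjusted p = 0.95 from camera), with 1 higher and 1 lower. In each of these 3 lists 0 genes passed over all genes, and 0 when adjusted over the list alone, while without control replicate 1 the vesicle and release genes had 5 higher and 1 lower over the list alone, and without control replicate 2, control replicate 3 or RSD replicate 3 a list had 1.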

The top three enriched pathways associated with the candidate target genes were synaptic adhesion-like molecule (SALM) protein interactions at the synapses, trafficking of *α*-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor (AMPA) receptors, as well as glutamate binding, activation of AMPA receptors, and synaptic plasticity. 

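Of the SALM adhesion molecules, which organize synapses from the postsynaptic side, Lrfn1 and Lrfn4 had the largest positive log2 fold changes in RSD mice, 1.23 and 1.80, and Lrfn2 had 0.38. Rtn3, a reticulon of the endoplasmic reticulum among their partners, had 1.34. For AMPA receptors, the auxiliary subunit Cacng8 was at 10.6 ± 1.38 FPKM in control mice and 19.3 ± 1.03 FPKM in RSD mice (SD, n = 3 mice each), a log2 fold change of 0.86. Grip2, which anchors AMPA receptors, had 0.51, and the kinase Camk2g had -1.19. Among ionotropic glutamate receptors, the kainate receptor subunit Grik3 was at 9.72 and 12.6 FPKM on average, a log2 fold change of 0.38, Grik1 had 2.36 and Grin1 0.63. The metabotropic receptor Grm3 was at 39.8, 29.7 and 33.4 FPKM in control mice and at 0.11, 4.16 and 3.59 FPKM in RSD mice (log2 fold change -4.52, or -5.28 to -3.11 when 1 mouse was left out, adjusted p = 0.531 from limma). No member of these lists passed the adjusted threshold over all genes in limma. At an unadjusted p of at most 0.05, the 14 SALM proteins and partners had 4 higher and 1 lower, the 25 AMPA receptor trafficking genes 3 higher and 1 lower, the 17 ionotropic subunits 3 higher and the 7 metabotropic receptors 1 lower. Adjusted over the list alone, Cacng8 passed (adjusted p = 0.0168), but not without control replicate 2, RSD replicate 1 or RSD replicate 2, and no member of the other lists did, though without control replicate 1 the SALM list had 7 higher and 2 lower and the metabotropic receptors 1 higher. The medians were 0.26, 0.14, 0.10 and 0.26, and the adjusted p from camera was 0.194, 0.22, 0.835 and 0.823, with p = 0.337, 0.402, 0.83 and 0.761 with an estimated correlation. For the metabotropic receptors the mean, -0.26, had the opposite sign to the median. As with the lists above, camera concerned a common shift of gene sums and did not test the enrichment of pathways among predicted targets in the paper.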

The top 30 enriched pathway terms are shown in Figure 7.

## 4. Discussion

Social defeat is a well-validated model to mimic social stress in rodents [23]. In addition, RSD reproduces the pivotal behavioral, physiological, and immunological changes observed in humans that are subjected to chronic psychosocial stress [24]. As expected, six cycles of social defeat stress successfully induced anxiety-like behaviors in mice, as evidenced by a decrease in time spent in the open arm and in increase of time spent in the closed arm in the EPM test. Moreover, we identified hundreds of lncRNAs and mRNAs that are dysregulated in the mouse PFC after six cycles of social defeat stress, providing a first glimpse into the lncRNAs that might participate in the development of anxiety-like behaviors via multiple complex mechanisms via target regulation. The identified DE lncRNAs were scattered widely across all chromosomes other than sex chromosomes, although the majority are not annotated with available databases. In addition, four of the DE lncRNAs and four mRNAs were verified with qRT-PCR to confirm the reliability of the RNA-sequencing technique. 

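LncRNA transcripts at the threshold of the paper lay on all 19 autosomes and on the X chromosome. The 17 on the X chromosome included 4 that overlap Firre, an X-linked lncRNA of nuclear organization, 3 lower and 1 higher in RSD mice, named here after their values were seen. MERGE.48147.13, which overlaps Firre on chromosome X from 50555788 to 50635301, was at 1.31 ± 0.279 FPKM in control mice and 0.504 ± 0.163 FPKM in RSD mice (SD, n = 3 mice each), a log2 fold change of -1.25. These 17 were 2.96% of the 575 transcripts called, and none lay on the Y chromosome, while 791 X-linked and 9 Y-linked transcripts made up 3.38% of those tested. None of the 24 transcripts past the adjusted threshold was on a sex chromosome. By identifier, 347 of the 575 were NONCODE transcripts, 223 were transcripts assembled by the authors and 5 were Ensembl transcripts, the only ones with a gene symbol. Assembled transcripts made up 38.8% of those called and 17.1% of those tested, and 51.0% of those called lay in the locus of an mRNA against 26.8% of those tested.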

Further, many of the candidate target genes of the DE lncRNAs, such as* Arhgef1, Chchd2, Fam107a, Dlg1, Nova2, Dpf1, *and* Shank3*, are involved in neurite growth, neural development, and synaptic plasticity. Furthermore, informatics analyses highlighted the contribution of synapse dysfunction and abnormal synaptic neurotransmission. Collectively, our findings provide potential candidate biomarkers or intervention targets for chronic psychological stress-induced neuropsychiatric disorders.

Accumulating evidence indicates that lncRNAs play important roles in diverse neuropsychiatric disorders. For example, the etiological lncRNA changes associated with major depressive disorder include the cognitive disorders-related lncRNAs* RNON, HAR1, PACER, *and* BACE1-AS*; synaptic plasticity-related lncRNAs* BDNF-AS, DISC2, *and* BC200;* or lncRNAs related to other psychiatric diseases such as* GOMAFU *and* MALAT-1* [23]. Among these, the lncRNA* GOMAFU*, which is related to schizophrenia, was previously shown to be significantly downregulated in mice with anxiety-like behaviors after fear conditioning [24]. The authors also suggested that* GOMAFU *interacts with the polycomb repressive complex1, BMI1, which regulates expression of the schizophrenia-related gene beta crystallin (*Crybbl*), thus playing a regulatory role in fear-induced anxiety-like behaviors.

Of note, most of the lncRNAs expressed in the mammalian brain are regionally enriched in the hippocampus and PFC, two brain regions with prominent roles in the pathogenesis of neuropsychiatric disorders [25]. Although we identified hundreds of DE lncRNAs and mRNAs in the PFC of RSD mice in our study, the majority could not be associated with a target gene. In fact, only nearly 70% of the lncRNAs in the PFC have been characterized in the mouse genome, and the functions of the majority of these lncRNAs are not well defined [25]. Thus, the unidentified lncRNAs warrant further exploration and might also have a relevant function. Overall, only 126 target mRNAs were identified for the DE lncRNAs identified in our study. Accumulating evidence suggests that lncRNAs not only function as enhancers or repressors to regulate gene expression but also act as molecular assemblers to participate in epigenetic modification [26]. Consistent with this idea, we found a complex regulatory network for lncRNAs and their target genes. For example, upregulated NONMMUG093964.1 can downregulate* Sgpl1* and* Unc13b* but can upregulate* Chst2*; simultaneously,* Chst2 *was found to be upregulated by another lncRNA, NONMMUG0956668.1.

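Of Sgpl1, Unc13b and Chst2, the genes of this example, Chst2, a sulfotransferase that modifies glycans on the cell surface, had the largest log2 fold change as a gene. Its only transcript in the tables, ENSMUST00000036267 on chromosome 9 from 95399292 to 95406722, was at 0.343 ± 0.168 FPKM in control mice and 6.58 ± 2.69 FPKM in RSD mice (SD, n = 3 mice each), a log2 fold change of 3.89 (adjusted p = 0.0782 from limma). The transcript of the gene NONMMUG093964.1 in the tables is NONMMUT149447.1, on chromosome 5 from 33936438 to 33936956, at 0.526 ± 0.189 and 1.59 ± 0.262 FPKM (SD, n = 3 mice each), a log2 fold change of 1.46 (standard error 0.297, adjusted p = 0.539 from limma). Sgpl1, the lyase that breaks down sphingosine 1-phosphate, had a log2 fold change of -0.99 over its 5 transcripts (adjusted p = 0.659 from limma), or -1.42 to -0.18 when 1 mouse was left out, and 1 of them, ENSMUST00000124896, met the threshold of the paper with -1.33. Unc13b, which primes synaptic vesicles, had -0.07 over its transcripts (adjusted p = 0.923 from limma), and ENSMUST00000143653 met the threshold of the paper with -1.11. The 5 targets that the paper pairs with a lncRNA in its discussion, Sgpl1, Unc13b, Chst2, Fam107a and Shank3, which are part of the targets it names there and were chosen on these mice, so not independent evidence, had a median of -0.07 and a mean of 0.61 (adjusted p = 0.26 from camera, p = 0.24 with an estimated correlation). None passed over all genes in limma and 2 passed when adjusted over the list alone, Chst2 and Fam107a. The identifier printed for the second lncRNA gene was not matched in the tables. The form in Fig. 5, NONMMUG095668.1, was, with the transcript NONMMUT152435.1 at 0.309, 0.311 and 0.17 FPKM in control mice and at 0.903, 1.05 and 0.865 FPKM in RSD mice, a log2 fold change of 1.54 (adjusted p = 0.549 from limma).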

Notably, when screening the function of the 126 target genes of the DE lncRNAs, 14 promising genes were found to participate in the pathogenesis of certain psychiatric disorders. For example,* Fam107a *(*Drr1*), the target gene of the lncRNA MERGE.19055.3, is recognized as acting as a unique link between stress and actin dynamics in the brain. 

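Fam107a was abundant in the PFC of every mouse and higher in RSD mice. Its 3 transcripts summed to 66.3 ± 0.673 FPKM in control mice and 92.6 ± 10.7 FPKM in RSD mice (SD, n = 3 mice each), with every RSD mouse above every control mouse, a log2 fold change of 0.47 (standard error 0.116, adjusted p = 0.519 from limma). The isoform listed by the paper, ENSMUST00000137133 on chromosome 14 from 8299539 to 8309795, was at 1.05, 1.20 and 2.63 FPKM in control mice and at 2.89, 4.07 and 3.52 FPKM in RSD mice, a log2 fold change of 1.15 (adjusted p = 0.707 from limma). The more abundant ENSMUST00000121887 had 0.44 and ENSMUST00000036070 0.52. MERGE.19055.3, on chromosome 17 from 29332114 to 29347390 in the locus of the mitochondrial carrier Mtch1, was at 4.59, 10.5 and 25.9 FPKM in control mice and at 34.4, 36.5 and 34.4 FPKM in RSD mice, a log2 fold change of 1.69 (adjusted p = 0.927 from limma), or 1.08 to 2.32 when 1 mouse was left out.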

FAM107A binds to actin, stabilizes actin filaments, facilitates bundling, and promotes actin-dependent neurite outgrowth, collectively regulating long-term potentiation and cognitive performance [27]. Increased expression levels of* Fam107a* were previously observed in the PFC, hypothalamus, hippocampus, and lateral septum in response to various types of acute social stress [28] or chronic stress such as social defeat or maternal deprivation [29]. Moreover, dysregulated* FAM107A* expression has been reported in postmortem PFC samples of suicide victims with schizophrenia and bipolar disorder [30]. In addition,* Shank3*, regulated by both MERGE.36317.1 and NONMMUG028155.2, encodes a widely expressed scaffolding protein (SHANK3) in the excitatory synapses, and its mutation leads to significant impairment of hyperpolarization activated cation channels, neuronal morphology, and synaptic connectivity [31].* Shank3* gene disruption could reproduce autism-like behaviors, including anxiety, social interaction deficits, and repetitive grooming behaviors, in mice [32], while* Shank3* overexpression could induce manic-like behaviors and seizures [33].* SHANK3 *polymorphisms have also been reported in individuals with autism [34], schizophrenia, and bipolar disorder [35]. In contrast to the commonly reported expression regions such as the hypothalamus, ventral tegmental area, and hippocampus, this is the first report demonstrating that the expression of* Shank3 *is also dysregulated after social defeat stress in the PFC. 

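A short Shank3 transcript fell in RSD mice while the gene as a whole had no common direction. ENSMUST00000135214, on chromosome 15 from 89500123 to 89503421, fell from 10.6 ± 2.48 to 0.0419 ± 0.0303 FPKM (SD, n = 3 mice each), a log2 fold change of -6.23 (standard error 0.283, adjusted p = 0.00197 from limma), and stayed past the threshold whichever mouse was left out. Its share in the Shank3 sum fell by 5.96 on the log2 scale (adjusted p = 0.0349 from limma), and this call was lost without any 1 mouse except RSD replicate 3. The long transcript ENSMUST00000039074, from 89499857 to 89560261, was listed at 0 in every control mouse and at 23.4, 8.85 and 0.0221 FPKM in RSD mice. ENSMUST00000109309, of nearly the same extent, was at 1.91, 0.481 and 1.69 FPKM in control mice and at 4.40, 5.75 and 0.0602 FPKM in RSD mice. ENSMUST00000123799 and ENSMUST00000167173 had log2 fold changes of -0.73 and -0.37. The sum over the 5 transcripts was 17.7 ± 3.77 FPKM in control mice and 17.9 ± 12.4 FPKM in RSD mice (SD, n = 3 mice each), with 30.2, 18.0 and 5.47 FPKM in RSD replicates 1, 2 and 3. Its log2 fold change was -0.27 (adjusted p = 0.897 from limma), or 0.42 without RSD replicate 3. The transcript of the lncRNA gene NONMMUG028155.2 in the tables is NONMMUT045609.2, in the locus of the transcriptional regulator Lmo4 on chromosome 3 from 144197172 to 144199262. It was at 0.763 ± 0.393 FPKM in control mice and 3.80 ± 0.173 FPKM in RSD mice (SD, n = 3 mice each), a log2 fold change of 2.30 (adjusted p = 0.326 from limma, or 0.0332 without control replicate 1).

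**Figure D3:**
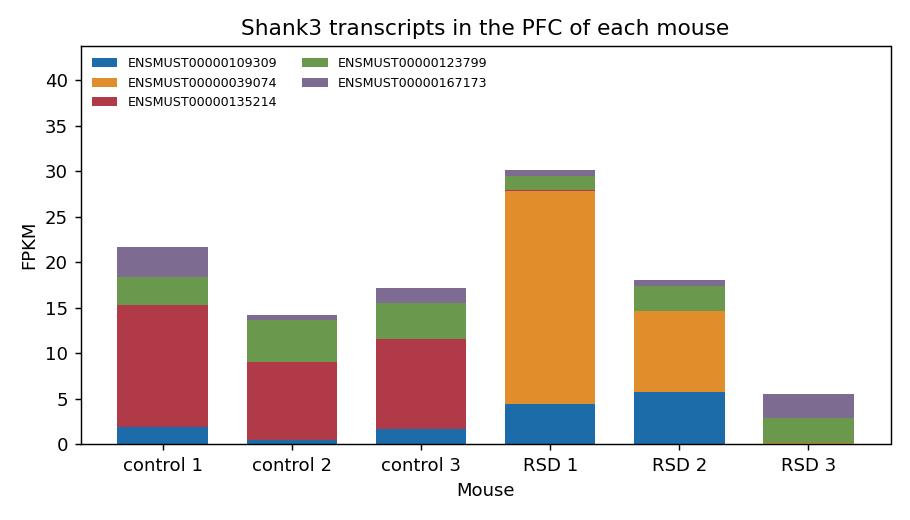
Stacked bars give the FPKM of the 5 Shank3 transcripts in each mouse. In control mice ENSMUST00000135214 makes up 8.59 to 13.4 FPKM, and in RSD replicates 1 and 2 the long transcript ENSMUST00000039074 takes the largest part.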

Other than these two genes, 18 other genes listed in Table 5 also appear to play potential roles in the development of behavioral abnormalities after RSD. Although their exact contribution is still far from clearly elucidated, our results highlight these genes as promising candidates for subsequent validation studies.

Moreover, GO enrichment analyses revealed that the significantly enriched biological process and cellular component terms related to the target genes of DE lncRNAs in RSD were mainly concentrated within the realm of synaptic functioning such as synaptic transmission, postsynaptic membrane potential regulation, and postsynaptic density. Further, the significantly enriched molecular function terms were glutamate receptor binding, kinase activity, or transferase activity, which are also involved in regulating synaptic plasticity and transmission. These findings are consistent with previous studies suggesting that synapse dysfunction such as synaptic formation [36], synaptic remodeling [37], and synaptic plasticity [38] plays a pivotal role in the pathogenesis of psychiatric disorders.

The significantly enriched pathways largely agreed with the GO results. The top three significantly enriched pathways of the DE genes were SALM protein interactions at the synapses, trafficking of AMPA receptors, as well as glutamate binding, activation of AMPA receptors, and synaptic plasticity. Indeed, SALMs, as a group of cell adhesion molecules, participate in regulation of neurite outgrowth, branching, synapse formation, and synaptic maturation [39]. In particular, SALM member 5 has been reported to be associated with severe progressive autism and familial schizophrenia, suggesting its clinical significance. In addition, dysfunction of AMPA receptors as well as the glutamatergic signaling pathway is well recognized to participate in the pathophysiology of psychiatric and neurological disorders [40]. Stein et al.[41] also suggested that synaptic connections damage due to microglia overactivation and the subsequent overproduction of proinflammatory mediators or cytotoxins significantly contributed to the development of social defeat stress-induced psychiatric disorders such as anxiety or depression. These data collectively indicate that maintenance of synapse function and normal neurotransmission may be an effective strategy for the intervention of psychiatric disorders. Nevertheless, several other GO or pathway terms could also be promising alternative directions for further research, and our findings only provide a preliminary exploration for detailed investigations in this regard.

Despite this potential, there are several limitations of this study that should be acknowledged. First, although use of an animal model is an advantageous tool to obtain valuable bioinformatics-based evidence, the results cannot be directly extrapolated to humans due to species differences. Second, other than the PFC, other brain regions such as the amygdala or hippocampus also play important roles in psychological stress-induced neuropsychiatric disorders, and deserve comprehensive exploration in the same regard. Finally, our results provide numerous candidate biomarkers or intervention targets; however, these candidates are only predicted using available informatics analyses or literature, and thus further research is required for validation of their specific roles.

## 5. Conclusion

We provide the first identification of DE lncRNAs and mRNAs in the mouse PFC after RSD stress using RNA-sequencing. Furthermore, bioinformatics analysis identified promising candidate target genes and the target regulatory network was constructed. These findings provide valuable insights into the molecular mechanisms underlying psychiatric disorders and also open up new possibilities for the development of novel therapeutic strategies for effective intervention.

## Figures and Tables

**Figure 1:**
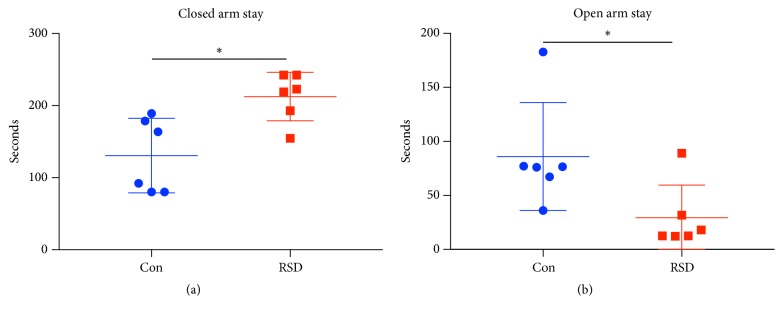
EPM test results for control or RSD stress C57/BL6 mice. Time spent in the open and closed arms is shown in (a) and (b), respectively. *∗* p < 0.05; N = 6 per group.

**Figure 2:**
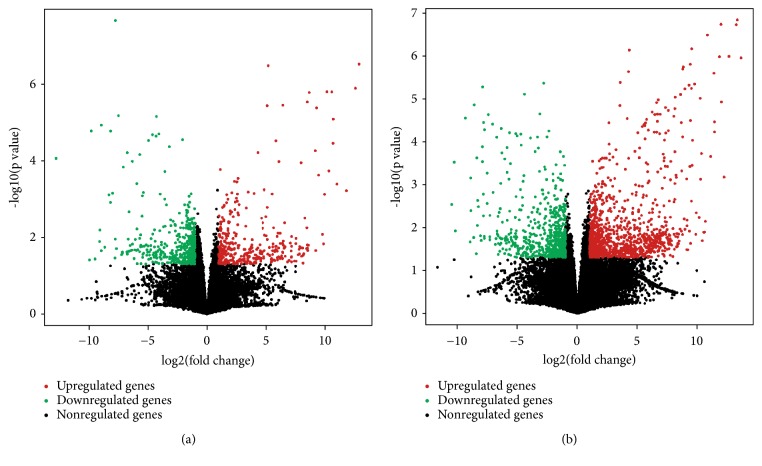
Volcano plot of DE lncRNAs (a) and mRNAs (b) in the PFC of RSD mice. Red and green dots indicate significant upregulated and downregulated genes (|log_2_ fold change| ≥ 1.0 and p value ≤ 0.05), respectively.

**Figure 3:**
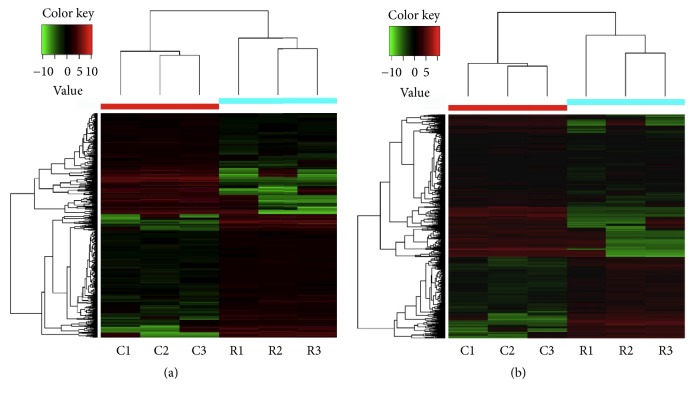
Heat maps of the hierarchical clustering analysis of overall DE lncRNAs (a) and mRNAs (b) in the PFC of RSD mice. Red and green lines indicate significantly upregulated and downregulated genes (|log_2_ fold change| ≥ 1.0 and p value ≤ 0.05), respectively.

**Figure 4:**
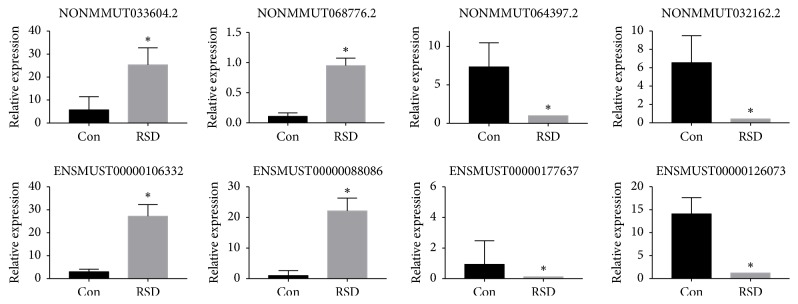
qRT-PCR results for four lncRNAs and four mRNAs in the PFC of RSD versus control mice. Each RNA sample was validated in triplicate, and the relative expression level of each gene was normalized to that of* Gapdh*. Data are expressed as mean ± sem; *∗* p < 0.05; N = 3 per group.

**Figure 5:**
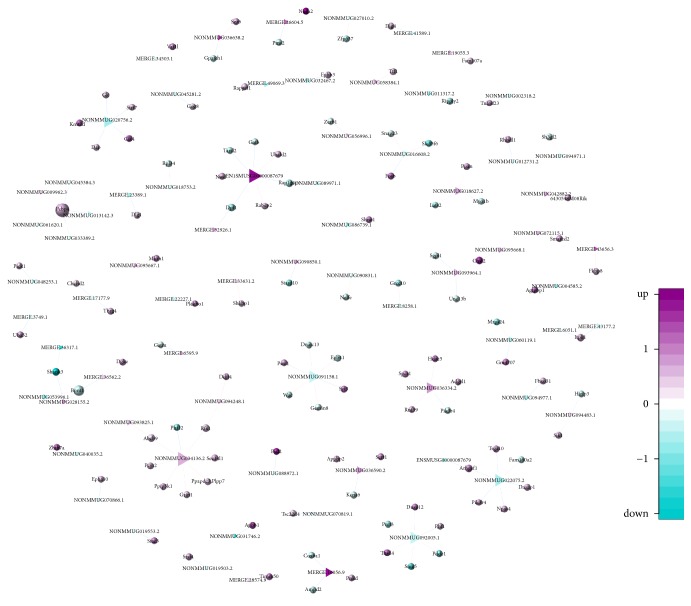
Regulatory network of lncRNAs and their target genes. Triangles and dots indicate lncRNA and mRNA symbols, respectively. Up- or downregulation and the associated fold change is indicated by the color gradient.

**Figure 6:**
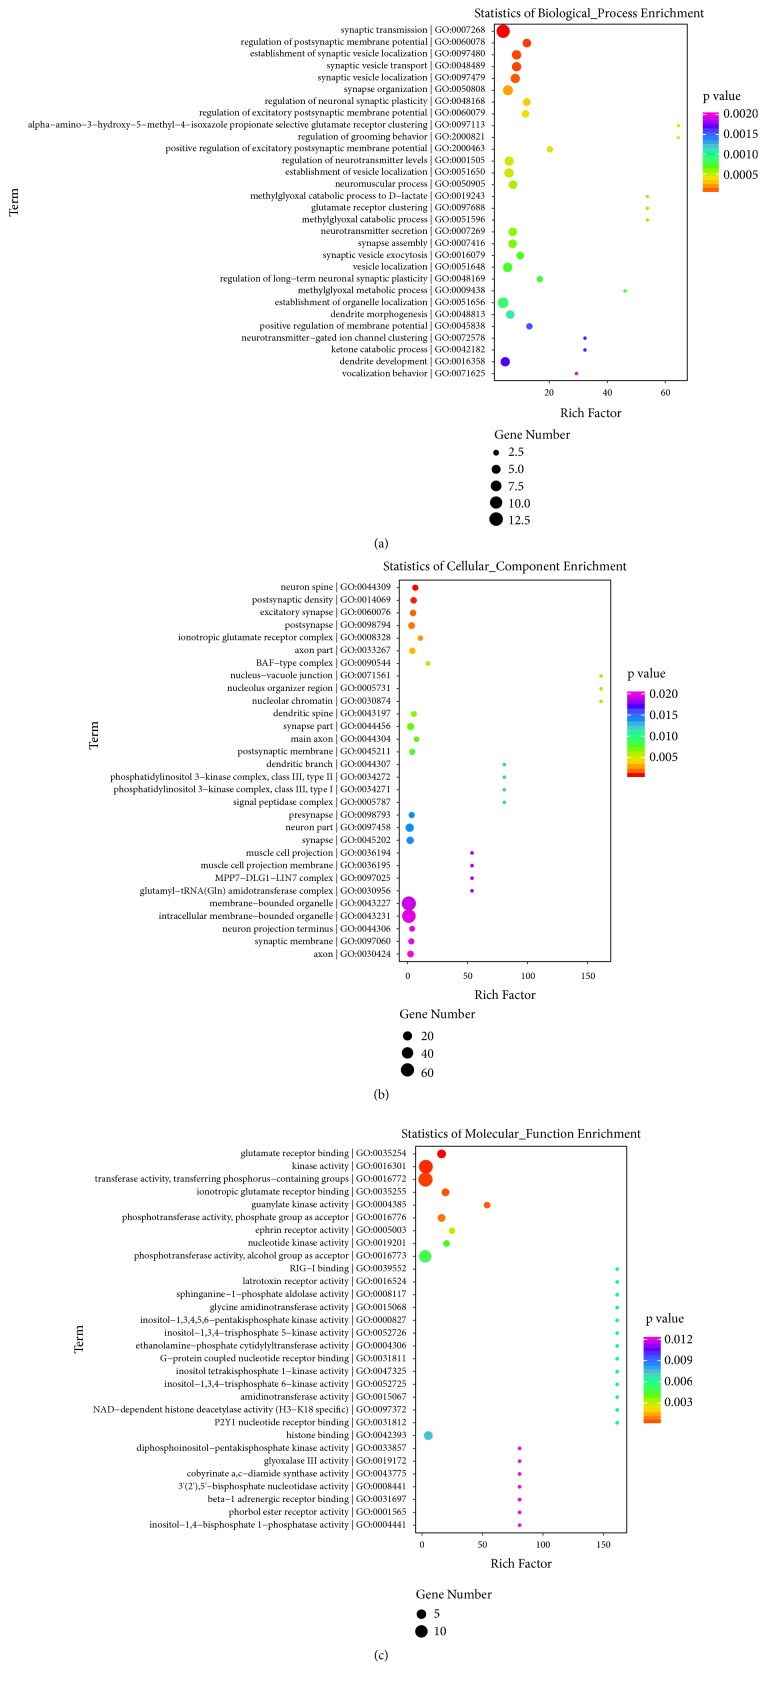
GO enrichment plot for lncRNAs target mRNAs. The top 30 enriched biological processes (a), cellular component (b), and molecular function (c) are presented according to gene number, p value, and enrichment factor. The horizontal axis represents the enrichment factor of the respective GO term, and the vertical axis indicates the enrichment terms, including their gene number and p value.

**Figure 7:**
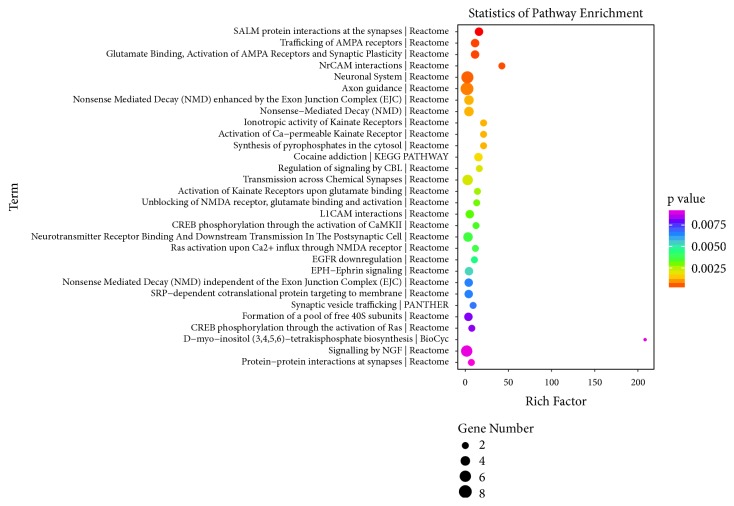
Pathway analysis for target mRNAs of DE lncRNAs in RSD mice. The top 30 enriched pathways are presented according to gene number, p value, and enrichment factor. The horizontal axis represents the enrichment factor of the respective pathway term, and the vertical axis indicates the enrichment terms, including their gene number and p value.

**Table 1:** Primer sequences of four changed lncRNAs and four mRNAs.

*lncRNA (5*′*-3*′)	Left Primer	Right Primer
NONMMUT033604.2	CCAGTTTCCCCAGCTTTTCC	GATGGCCTTTTCTGGTGCAA
NONMMUT068776.2	GAACGGCTTTCTTGGTTGGT	CAGAAAAGGAAAGACGGGGC
NONMMUT064397.2	TCCAGACCTCATTGTGCCAT	AAGTCATGGTGTCTGGTGGT
NONMMUT032162.2	GCAAAACCACGGTCTCTGTT	AAGGGAATGAGCAAAAGGGC

*mRNA (5*′*-3*′)	Forward Primer	Reverse Primer

ENSMUST00000106332	GGAGGATGAGATGATGCCAGA	GGTGGCTAGTGTGGGGTCT
ENSMUST00000088086	CTGCCACTATGGCTGCTGTC	GTTGGGCCGGATGTTCCTG
ENSMUST00000177637	GAGTATGACGATTCTGCTGAGG	CAGACCGAACGTGAAGACGAG
ENSMUST00000126073	GTTTCGACAGGGACGAAGTGT	TGGCGTCATACCCTCTAGCA

**Table 2:** The detailed information of the top 20 upregulated and 20 downregulated lncRNAs.

Gene ID	Log_2_ (fold change)	P value	Position	Track gene	Ensembl
*Upregulated*					

MERGE.45931.1	12.91088841	2.97701E-07	9:-:48651572-48787431	MERGE.45931	-
MERGE.29971.2	12.5979981	1.27501E-06	3:+:156929006-156954118	MERGE.29971	-
MERGE.19004.1	11.83667969	0.000600608	17:+:27655850-27684915	MERGE.19004	-
MERGE.14280.14	11.04431774	0.000406504	14:-:124199717-124259715	MERGE.14280	-
MERGE.30796.5	10.7196666	8.19282E-06	4:-:44126220-44233789	MERGE.30796	-
MERGE.38869.4	10.70506366	3.51044E-05	7:-:4628406-4640163	MERGE.38869	-
MERGE.15745.4	10.60865336	1.5956E-06	15:-:85535462-85581468	MERGE.15745	-
MERGE.20730.12	10.36177882	0.000183958	18:-:25477632-25753983	MERGE.20730	-
MERGE.1341.5	10.1919799	1.58113E-06	1:-:86350564-86358696	MERGE.1341	-
MERGE.27539.21	9.992578443	0.000754913	3:-:32954337-33143076	MERGE.27539	-
NONMMUT033604.2	9.91062089	0.014780123	19:-:5795745-5802674	MERGE.22023	NONMMUG020671.2
MERGE.22227.7	9.815364013	0.008371369	19:-:10245269-10304690	MERGE.22227	-
MERGE.28508.9	9.492582162	0.000238493	3:-:89234179-89246309	MERGE.28508	-
NONMMUT068776.2	9.321278483	4.16816E-06	9:-:43045840-43050998	MERGE.45767	NONMMUG042569.2
MERGE.25796.12	9.252992082	0.021990423	2:+:134786530-134876399	MERGE.25796	-
MERGE.25558.3	9.208027735	5.45061E-05	2:-:126628915-126675352	MERGE.25558	-
MERGE.31159.12	8.696361554	1.64867E-06	4:-:75944806-78211739	MERGE.31159	-
MERGE.11150.11	8.6314483	0.015990323	13:+:42766495-42853985	MERGE.11150	-
MERGE.43418.4	8.578314356	0.022050483	8:-:70778117-70805014	MERGE.43418	-
MERGE.6694.4	8.552744132	0.019202417	11:-:65002041-65162747	MERGE.6694	-

*Down-regulated*					

MERGE.45991.1	-9.94906637902031	0.038769757	9:-:52673044-52764976	MERGE.45991	-
MERGE.30595.2	-9.78735268889088	1.63371E-05	4:-:36853371-36863946	MERGE.30595	-
MERGE.42349.27	-9.47599858076888	0.036893626	8:-:17288423-17358373	MERGE.42349	-
MERGE.45094.8	-9.08839769230148	0.012891112	9:-:28996494-29475815	MERGE.45094	-
MERGE.35381.3	-9.06100615414186	0.006457129	5:-:125385977-125389800	MERGE.35381	-
MERGE.31194.1	-8.94438291137567	0.02225064	4:-:77979876-78060408	MERGE.31194	-
NONMMUT064397.2	-8.93847034165544	1.14889E-05	8:+:3455524-3456604	MERGE.42152	NONMMUG039739.2
MERGE.19402.3	-8.6496160845675	0.018028188	17:+:39843013-39848788	MERGE.19402	-
NONMMUT032162.2	-8.30049078658105	0.000779999	18:+:42333299-42341549	MERGE.21168	NONMMUG019797.2
NONMMUT061626.2	-8.16044749639102	0.001225066	7:-:59667720-59686523	MERGE.40818	NONMMUG038156.2
NONMMUT006358.2	-8.15305950707237	1.64402E-05	10:+:79767075-79769983	MERGE.4498	NONMMUG004092.2
MERGE.30727.11	-7.98663627685412	0.000701231	4:+:42670523-42875985	MERGE.30727	-
MERGE.5801.1	-7.78183232281183	0.034757085	11:-:20062304-20112909	MERGE.5801	-
MERGE.39926.3	-7.75105196885196	0.011104704	7:-:55973519-56019526	MERGE.39926	-
NONMMUT114518.1	-7.74074329257374	2.1705E-08	3:-:158067186-158076112	MERGE.29997	NONMMUG028350.2
NONMMUT065665.2	-7.66376363738363	0.019642797	8:+:55073249-55077138	NONMMUG040621.2	NONMMUG040621.2
NONMMUT002531.2	-7.4906570738083	6.51052E-06	1:+:130462576-130557075	NONMMUG001711.2	NONMMUG001711.2
MERGE.22685.10	-7.2275845681765	0.028413612	19:-:40292253-40513842	MERGE.22685	-
MERGE.26379.1	-7.15054223770817	0.024103564	2:+:160644759-160657971	MERGE.26379	-
MERGE.26349.9	-7.14898961475035	0.025448296	2:+:157424560-157432084	MERGE.26349	-

**Table 3:** The detailed information of the top 20 upregulated and 20 downregulated mRNAs.

Gene ID	Log_2_ (fold change)	P value	Position	Track gene	Symbol
*Upregulated*					

ENSMUST00000106332	13.64573771	1.10545E-06	7:+:126950966-126970270	MERGE.41644	Sez6l2
ENSMUST00000088086	13.33934534	1.42923E-07	2:-:166073920-166155285	MERGE.26566	Sulf2
ENSMUST00000018122	13.25066286	1.84766E-07	6:-:23262823-23839225	MERGE.36317	Cadps2
ENSMUST00000173888	12.64197878	1.0155E-06	5:-:134239513-134295608	MERGE.35535	Gtf2i
ENSMUST00000122356	12.23115962	0.000666844	5:+:81309912-81795216	MERGE.34310	Adgrl3
ENSMUST00000122037	12.0140956	1.16831E-05	5:+:81309912-81795216	MERGE.34310	Adgrl3
ENSMUST00000046463	11.97911042	1.82118E-07	15:+:79690895-79721478	MERGE.15503	Gtpbp1
ENSMUST00000060274	11.8574086	1.03636E-06	12:+:111166548-111267144	MERGE.10361	Traf3
ENSMUST00000197470	11.43826843	5.87443E-05	3:+:107101146-107107737	MERGE.29111	Kcna2
ENSMUST00000114573	11.43770849	3.40394E-05	9:-:45937875-45954977	MERGE.45887	Sidt2
ENSMUST00000038794	11.39272235	2.49989E-06	17:-:56186682-56218889	MERGE.19691	Dpp9
ENSMUST00000105661	11.12015081	0.000217624	4:+:152096719-152115390	MERGE.32825	Plekhg5
ENSMUST00000155907	10.85023001	3.19153E-07	15:-:94320334-94404258	ENSMUSG00000022449	Adamts20
ENSMUST00000107165	10.68586351	0.007139619	7:+:96211671-96908554	MERGE.40725	Tenm4
ENSMUST00000205303	10.60367115	0.012777534	7:+:56050877-56231132	MERGE.39933	Herc2
ENSMUST00000032220	10.54711543	0.012894258	6:-:124958816-124965448	MERGE.38366	Cops7a
ENSMUST00000085374	10.42208914	0.020121527	7:+:45163921-45176138	MERGE.39772	Slc17a7
ENSMUST00000119385	10.35553984	0.000186106	5:+:81309912-81795216	MERGE.34310	Adgrl3
ENSMUST00000109923	10.27873852	0.000746337	13:-:55473429-55488111	MERGE.11413	Dbn1
ENSMUST00000114499	10.2448629	9.59799E-06	X:+:73342621-73359080	MERGE.48255	Zfp275

*Downregulated*					

ENSMUST00000177637	-9.35288584494421	2.78E-05	9:-:119901616-120068283	MERGE.47489	Cx3cr1
ENSMUST00000126073	-8.95676408164527	0.021646	10:-:77290727-77418227	MERGE.4433	Adarb1
ENSMUST00000188674	-8.91289269577746	0.000705	1:-:71585523-71653172	MERGE.1078	Fn1
ENSMUST00000110688	-8.89118261770537	0.004053	8:+:22974844-23149933	MERGE.42453	Ank1
ENSMUST00000041838	-8.65979495858615	0.017237	1:-:25067678-25826760	MERGE.356	Adgrb3
ENSMUST00000108268	-8.61698882689041	1.36E-05	11:-:78962974-78984946	ENSMUSG00000001123	Lgals9
ENSMUST00000177432	-8.4434885275684	0.041071	18:+:35965067-36014715	MERGE.20997	Psd2
ENSMUST00000109081	-8.39951574161647	0.000233	11:+:52004221-52040593	MERGE.6361	Cdkl3
ENSMUST00000172142	-8.35069645803087	0.00902	14:-:31183313-31206826	MERGE.13022	Nisch
ENSMUST00000121927	-8.3287767124629	0.002357	16:-:76287400-76373827	MERGE.17718	Nrip1
ENSMUST00000070878	-8.26269044830275	0.003306	19:-:6977741-6980440	MERGE.22112	Fkbp2
ENSMUST00000110879	-8.09068328129774	0.015696	8:+:12915975-13019309	MERGE.42277	Mcf2l
ENSMUST00000103026	-8.03358200414137	0.020021	11:+:117115238-117157559	MERGE.8367	Sec14l1
ENSMUST00000179728	-7.93052673912365	0.000129	17:+:6978907-7011299	MERGE.18419	Rnaset2b
ENSMUST00000074989	-7.92684730635352	0.000286	9:+:44499136-44510388	MERGE.45814	Bcl9l
ENSMUST00000008826	-7.91029239938243	5.21E-06	X:+:74270812-74273135	MERGE.48303	Rpl10
ENSMUST00000120006	-7.85960187622417	0.001675	7:+:24112314-24127952	MERGE.39138	Zfp112
ENSMUST00000058041	-7.85110659309311	0.005348	9:-:15316917-15333499	MERGE.44892	Cep295
ENSMUST00000078200	-7.84051645619264	3.5E-05	7:+:141949751-141999005	MERGE.42082	Brsk2
ENSMUST00000091037	-7.78007365424463	0.016188	2:-:33406108-33428222	MERGE.23908	Zbtb34

**Table 4:** Detailed information of four significantly changed lncRNAs in RSD mice and their target mRNAs.

LncRNA Gene ID	lncRNA Symbol	mRNA Gene ID	mRNA Symbol	mRNA Gene Description
ENSMUST00000163836	ENSMUSG00000087679	ENSMUST00000057676	*Ubald2*	UBA-like domain containing 2
		ENSMUST00000126941	*Tarsl2*	-
		ENSMUST00000161254	*Nwd1*	NACHT and WD repeat domain containing 1
		ENSMUST00000128145	*Dpf1*	D4, zinc and double PHD fingers family 1
		ENSMUST00000151304	*Rabep2*	rabaptin, RAB GTPase binding effector protein 2
		ENSMUST00000139831	*Rap1gap*	-
		ENSMUST00000127348	*Gatb*	glutamyl-tRNA(Gln) amidotransferase, subunit B
MERGE.16056.9	MERGE.16056.9	ENSMUST00000106667	*Ampd2*	-
		ENSMUST00000138620	*Pnkd*	paroxysmal nonkinesigenic dyskinesia
		ENSMUST00000137766	*Cox6a1*	-
MERGE.36317.1	MERGE.36317.1	ENSMUST00000135214	*Shank3*	-
NONMMUT051222.2	NONMMUG031746.2	ENSMUST00000187057	*Apbb1*	amyloid beta (A4) precursor protein-binding, family B, member 1

**Table 5:** Fourteen candidate target genes associated with psychiatric disorders and their gene annotations.

lncRNA Gene ID	lncRNA Symbol	mRNA Gene ID	mRNA Symbol	Possible gene function in psychiatric disorders
ENSMUST00000133808	ENSMUSG00000087679	ENSMUST00000129928	*Arhgef1*	Expressed in cortical neural progenitor cells to regulate neurite outgrowth

MERGE.17177.9	MERGE.17177.9	ENSMUST00000094280	*Chchd2*	Response to mitochondrial stress; its mutation is reported in patients with Parkinson's disease

MERGE.19055.3	MERGE.19055.3	ENSMUST00000137133	*Fam107a*	A unique link between stress and actin dynamics, which regulates long-term potentiation and cognition performance

MERGE.23389.1	MERGE.23389.1	ENSMUST00000064477	*Dlg1*	A known brake on myelination in the central nervous system

MERGE.26604.5	MERGE.26604.5	ENSMUST00000172835	*Nova2*	Encodes NOVA2, a neuron specific RNA-binding protein, which regulates axon guidance during cortical development

MERGE.32926.1	MERGE.32926.1	ENSMUST00000128145	*Dpf1*	Essential for post-mitotic neural development and dendritic morphogenesis

MERGE.36317.1	MERGE.36317.1	ENSMUST00000135214	*Shank3*	Encodes postsynaptic scaffolding protein SHANK3, essential for hyperpolarization activated cation channels, neuronal morphology, and synaptic connectivity

MERGE.41589.1	ENSMUST00000135916	MERGE.41589.1	*Dlg4*	Encodes postsynaptic density 95 (PSD95), a major synaptic protein that clusters glutamate receptors and is crucial for synaptic plasticity

NONMMUT035884.2	NONMMUG022075.2	ENSMUST00000129928	*Arhgef1*	Same as aforementioned

NONMMUT035884.2	NONMMUG022075.2	ENSMUST00000056129	*Npas4*	As immediate-early gene, *Npas4* affects synaptic connection between excitatory and inhibitory neurons, neural circuit plasticity, and memory formation

NONMMUT045609.2	NONMMUG028155.2	ENSMUST00000135214	*Shank3*	Same as aforementioned

NONMMUT055012.2	NONMMUG034136.2	ENSMUST00000114317	*Grin1*	Encodes NMDA receptor GluN1 subunit; its mutation is reported in patients with epileptic encephalopathy, intellectual disability, and movement disorders

NONMMUT058932.2	NONMMUG036638.2	ENSMUST00000126866	*Sez6*	A candidate gene in autism, bipolar disorder, intellectual disability, and childhood onset schizophrenia

NONMMUT077752.1	NONMMUG048253.1	ENSMUST00000168513	*Pick1*	Encodes cytosolic protein PICK1, which facilitates the removal of GluA2 subunit from the synaptic plasma membrane

NONMMUT144756.1	NONMMUG091158.1	ENSMUST00000185503	*Dnajc13*	Dnajc13 mutation confers a toxic gain-of-function, impairs endosomal transport, and is an etiological contributor to Parkinson's disease

NONMMUT149941.1	NONMMUG094248.1	ENSMUST00000020308	*Ddit4*	Encodes DDIT4, a negative regulator of myelination during peripheral nerve system development

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

## Supplementary Materials

Supplementary Materials Table 1 presents the detailed information of all upregulated lncRNAs. Table 2 presents the detailed information of all downregulated lncRNAs. Table 3 presents the detailed information of all upregulated mRNAs. Table 4 presents the detailed information of all downregulated mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

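RNA from the PFC of 3 RSD mice and 3 control mice had been sequenced from ribosomal-RNA-depleted, strand-preserving libraries. The authors aligned the reads, assembled transcripts, computed the FPKM of every lncRNA and mRNA transcript with the Cufflinks suite and deposited 3 tables with 1 column per mouse, 58844 transcripts in all, of which 25974 are listed as lncRNA and 32870 as mRNA. The FPKM values are those of the authors, divided among the isoforms of a gene by their software. The deposited tables also hold the log2 fold change and the p-value of each transcript as the authors computed them, and these were used only for comparison. No reads and no read counts were used here, so no count model could be fitted and the depth per library is known only as a ratio, read from the steps between values of at most 0.05 FPKM. A step of that size sets the precision of low values, and single values near it rest on few fragments. The labels name Bowtie 0.12.2 and mm9, while the positions overlap GRCm38 genes, and RefSeq genes of GRCm38 were used only to name the genes that a transcript overlaps. The versions of the other tools of the authors are not given in the sources used here.

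Values were taken as log2(FPKM + 0.1). A transcript was tested when at least 3 of the 6 mice had at least 0.5 FPKM. Genes are the FPKM sums over the mRNA transcripts with the same symbol, and the share of an isoform is the log2 ratio of its FPKM to that sum, each plus 0.1. RSD mice were compared with control mice with limma 3.58.1 in R 4.3.3, with moderated statistics and a trend of the spread over the mean, separately for mRNA transcripts, lncRNA transcripts, genes and shares, and p values were adjusted by the Benjamini-Hochberg method within each. The threshold of the paper, a log2 fold change of at least 1 in size and an unadjusted p of at most 0.05, was applied beside an adjusted p under 0.05. For the 8 transcripts measured by qRT-PCR, and for the sum over the Malat1 locus, an exact permutation test over the 20 assignments of mice to groups was added, whose smallest p is 0.1. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 26 lists. The lists were immediate early genes, glucocorticoid-responsive genes, ionotropic and metabotropic glutamate receptors, SALM proteins and partners, AMPA receptor trafficking, postsynaptic scaffolds and adhesion, synaptic vesicle and release machinery, inhibitory synapse and GABA receptors, stress peptide and monoamine receptors, inflammatory mediators, mitochondrially encoded genes, ribosomal proteins, nuclear-encoded oxidative phosphorylation, and markers of excitatory neurons, interneurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells, mural and meningeal cells, blood cells, choroid plexus, striatal neurons and olfactory bulb. The target genes of Table 4, of Table 5 and 5 that the discussion pairs with a lncRNA were tested as 3 further lists.

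Most genes named in the text follow a rule. It takes every transcript and gene that the paper names in its text and in Tables 1, 4 and 5, and from Tables 2 and 3 the tally and the first 5 in each direction, whose values in the paper had been seen. For transcripts, genes and shares it takes up to 10 with the largest change in each direction among those past the adjusted threshold whose groups do not overlap, or the 5 with the smallest p where fewer than 5 pass. From each list it takes up to 6 members past the threshold, or the 2 with the smallest p. Some list members were named beside this rule, among them Arc, Egr1, Bdnf, Fosb, Egr2, Nr4a1, Cdkn1a, Lrfn4, Grik1, Camk2g, Rims1, Rab3a, Syn2 and Rasgrf2. Their choice was not fixed before the data were examined. The alternatives were pseudocounts of 0.01, 1 and 0.001, no filter and a filter of 1 FPKM, no trend, median scaling, quantile normalization, the replicate number as a block, each mouse left out in turn, lncRNA and mRNA transcripts fitted together, genes summed over all transcripts of a locus, and an estimated correlation. Removing the trend of each library over gene length with a lowess span of 0.3, and using the p-values of the authors' deposited table over the transcripts tested here, were added after seeing the data. Each comparison was repeated for the 10 ways to split the mice into 3 and 3. Before use, the procedure was tested on simulated data with 200 changed transcripts or genes, drawn from those with a positive mean log2 value. Noise was drawn independently for each transcript or gene, without a structure shared by samples, so the rates below may not hold for the real data. At a log2 change of 2 an adjusted p under 0.05 was reached by 19.4% of the 67 changed among 29471 mRNA transcripts, 32.8% of the 67 among 23640 lncRNA transcripts and 65.7% of the 67 among 12277 genes, and the threshold of the paper was met by 91.0%, 94.0% and 91.0% of them and by 2.97%, 1.99% and 1.60% of the unchanged. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9. Left out were the behavioral and qRT-PCR measurements, for which no values per mouse were used here, and set tests on Supplementary Tables 3 and 4, which were held only in part.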

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

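The tests on gene length, on excitatory neurons and on the splits of the mice were chosen only after the result was seen. The immediate early genes, of which Table 5 of the paper names Npas4, had a median log2 fold change of 1.00 in RSD mice, and the glucocorticoid-responsive genes, of which it names Ddit4 and Fam107a, had one of 0.82.

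The pattern in the immediate early genes was weighed against a trend over gene length and against a larger share of excitatory neurons in the RSD samples. After each library's trend over gene length was removed, the median was 0.93 with p = 0.00965 with an estimated correlation, which argues against that trend as the whole cause. Markers of excitatory neurons had a median of 0.34 with a median absolute deviation of 0.341, below the 1.00 of the immediate early genes, which argues against more excitatory neurons as the whole cause and leaves a part open. With 10 splits of 3 against 3 a share under 0.05 cannot be reached, and here 1 split, the real one, gave a camera p as small (4.01e-15, against 3.88e-05 for the smallest of the others). Some other splits, such as control replicates 1 and 3 with RSD replicate 1, thus also had a camera p under 0.05 for this list. RSD itself, the separate cage and room of the control mice and the hours before sampling, with mice killed immediately after the elevated plus maze test, stay open and were not tested apart.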

How the results depend on the processing

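The gene length correction and the use of the authors' p-values were the only tests here chosen after the result was seen. Counts of calls moved when 1 mouse was left out and under other settings, and the cause was not tested. Leave-one-out gave 954 to 2106 mRNA transcripts at the threshold of the paper (1204 with all mice), 515 to 799 lncRNA transcripts (575), 212 to 753 genes (297), and, at an adjusted p under 0.05, 16 to 216 mRNA transcripts (48), 20 to 66 lncRNA transcripts (24), 3 to 56 genes (9) and 0 to 159 isoform shares (34), with 5 to 7 lists (6), 25 to 34 target transcripts (38) and 7 to 8 of the 8 qRT-PCR transcripts. The highest counts of transcripts, genes and shares were those without control replicate 1. A pseudocount of 1 gave 630 mRNA transcripts, 283 lncRNA transcripts, 193 genes, 10 isoform shares and 20 target transcripts. A filter of 1 FPKM gave 769 mRNA and 345 lncRNA transcripts, or 23 and 15 at the adjusted threshold, with fewer transcripts tested. A pseudocount of 0.01 gave 23 mRNA transcripts, 15 lncRNA transcripts and 52 isoform shares at the adjusted threshold, and one of 0.001 gave 17 and 10 transcripts and 2 genes. Without the trend of the spread there were 101 and 37. Without a filter there were 22 isoform shares and 32 sex-linked lncRNA transcripts (17), and 0 of the latter passed the adjusted threshold. Genes summed over loci gave 503 at the threshold of the paper. With an estimated correlation in camera 0 lists passed. The replicate block gave 0 mRNA transcripts, 4 lncRNA transcripts, 0 genes and 0 isoform shares at the adjusted threshold in limma; mice of the same number correlated at 0.111, -0.05 and 0.0769 over mRNA transcripts, and 3 of the 6 correlated best with their own number, so the numbers were not taken as pairs.

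Some small values changed sign. The median of the astrocyte markers was -0.0100 under median scaling, -0.0368 under quantile normalization and -0.00254 without the length trend, that of blood cell markers -0.0837 and -0.012 under the last 2, and that of inflammatory mediators -0.0126 with the filter of 1 FPKM. Cx3cr1 had -0.000708 and -0.00176 at pseudocounts of 0.01 and 0.001, -0.0701 under median scaling and -0.0547 under quantile normalization, and Gatb -0.0461 and -0.0661 under these scalings. Leave-one-out ranges of medians that include 0 were -0.14 to 0.169 for ionotropic glutamate receptors, -0.0346 to 0.094 for inhibitory synapses and GABA receptors, -0.0156 to 0.131 for astrocytes, -0.122 to 0.0851 for microglia, -0.173 to 0.0461 for mural cells, -0.303 to 0.677 for blood cells, -0.300 to 0.231 for choroid plexus, -0.234 to 0.0747 for mitochondrially encoded genes, -0.375 to 0.0632 for ribosomal proteins, -0.184 to 0.234 for oxidative phosphorylation and -0.175 to 0.421 for the 5 targets paired with a lncRNA in the discussion. Where the call of a list changed without its sign, they were 0.117 to 0.484 for scaffolds and adhesion, 0.38 to 0.678 for oligodendrocytes, 0.296 to 0.452 for stress peptide and monoamine receptors and 0.118 to 0.596 for the targets of Table 4. For genes they were -0.349 to 0.653 for Cox6a1, -0.428 to 0.878 for Cx3cr1, -0.0629 to 0.371 for Dlg4, -0.29 to 0.0948 for Dnajc13, -0.0654 to 0.193 for Gatb, -0.801 to 0.421 for Shank3 and -0.224 to 0.113 for Unc13b. The cause was not tested, nor was the effect of depth on low values, since depth is known only as a ratio.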

Differences from the paper's values

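The only test here chosen after the result was seen is the use of the authors' own p-values. The paper's count of upregulated mRNAs is 1142, against 758 here at the same thresholds. Of the alternatives set before the data were examined, no filter (918), the replicate block (916), without control replicate 1 (1621), without RSD replicate 3 (891) and lncRNA and mRNA transcripts fitted together (800) come within 1.5 times of the paper's count. Pseudocounts of 0.01, 1 and 0.001 (709, 421 and 665), a filter of 1 FPKM (504), no trend (727), median scaling (726), quantile normalization (706) and leaving out control replicate 2 (720), control replicate 3 (713), RSD replicate 1 (482) or RSD replicate 2 (487) do not. The p-values of the authors' deposited table over the transcripts tested here, an alternative added after seeing the data, give 964 and drop 299 of the paper's mRNA calls in both directions, which were too low to be tested.

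The paper's log2 fold changes of qRT-PCR transcripts were larger. For NONMMUT033604.2 the paper's value is 9.91, against 5.38 here, with 7.59 and 9.80 at pseudocounts of 0.01 and 0.001. For NONMMUT064397.2 the paper's value is -8.94, against -6.40, with -8.65 and -9.34 at those pseudocounts. For NONMMUT032162.2 the paper's value is -8.30, against -5.42, with -7.41 and -8.37. These alternatives come within the replicate spread, as does, for ENSMUST00000126073 with the paper's value of -8.96 against -4.52 here, only the pseudocount of 0.001 (-8.95). Each of the other alternatives set before the data were examined stays outside for these 4 transcripts. For NONMMUT068776.2, ENSMUST00000106332, ENSMUST00000088086 and ENSMUST00000177637 the paper gives a fold change, and none is given here because a group is listed at 0.

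The paper states that its changed lncRNAs lie on chromosomes except the sex chromosomes. At its threshold 17 of 575 lie here on X and none on Y, and the authors' deposited table has 33 on X and 1 on Y among 827, while none of the 24 past the adjusted threshold lies on either. The paper lists transcripts of Apbb1 and Pick1 as changed, which do not meet its threshold here (log2 fold changes of 3.65 and 0.88), and that of Apbb1 has an adjusted p of 0.0059 in limma without control replicate 1. That of Pick1, ENSMUST00000168513, has a log2 fold change above 1 at pseudocounts of 0.01 (1.04) and 0.001 (1.06) and without control replicate 1 (1.08), where its unadjusted p was not tabulated.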

Other observations

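The tests here on gene length, on depth, on a wrong label, on isoform use and on the splits of all results except the gene lists were chosen only after the result was seen. Receptors for stress peptides and monoamines were higher in RSD mice as a group, with a median log2 fold change of 0.42 over 19 genes (adjusted p = 0.00754 from camera, p = 0.0887 with an estimated correlation), and the adrenergic receptors Adra1b and Adra2a had 0.45 and 0.90. Of these genes 2 were higher at an unadjusted p of at most 0.05, 0 passed over all genes in limma or over the list alone, 4 passed over the list alone without control replicate 1 and 2 without control replicate 2, and the call of the group was lost without control replicate 3 (adjusted p = 0.0585). Ribosomal protein genes were lower as a group, with a median of -0.22 over 75 genes (adjusted p = 0.00125 from camera, p = 0.511 with an estimated correlation). Their call was lost without RSD replicate 3 (adjusted p = 0.0781) and turned without control replicate 1, with a median of 0.06 (adjusted p = 0.939). Rpl5 and Rpl37a had -0.77 and -0.98, 1 gene was lower at an unadjusted p of at most 0.05, and 0 passed in limma.

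Other lists did not pass camera, and of their members 0 passed over all genes in limma. Markers of excitatory neurons (Bcl11b 0.62, Fezf2 0.75, Rasgrf2 -0.49) had adjusted p = 0.228, and those of interneurons (median 0.23; Slc32a1 1.26, Reln 0.35) had adjusted p = 0.307. Astrocyte markers (median 0.07; Fgfr3 1.42, Gjb6 1.17), oligodendrocyte precursors (median 0.23; Cspg4 0.91, Sox10 0.59) and microglia (median -0.03, mean 0.03) had adjusted p = 0.84, 0.188 and 0.54. Among the microglia markers, Aif1 ran from -0.716 to -0.387 and Itgam from -0.544 to -0.422 when 1 mouse was left out. At an unadjusted p of at most 0.05, 2 microglia markers were lower and 0 higher. Mural and meningeal cells (median -0.09, mean 0.05; Acta2 -0.89, Rgs5 -0.53), blood cells (median 0.09; Hba-a1 1.97, Hba-a2 -1.29) and the 1 tested gene each of choroid plexus (Kcnj13 -0.09) and olfactory bulb (Cdhr1 0.17) had adjusted p = 0.397, 0.84, 0.835 and 0.835. Markers of striatal neurons had a median of 0.43 and a mean of -0.06 (adjusted p = 0.645), with Penk at -3.18 and Rgs9 at 0.65 past the threshold over the list alone, where 0 passed without control replicate 2 or RSD replicate 1. Inflammatory mediators (median 0.18; Vcam1 -0.48, Lcn2 1.38) had adjusted p = 0.835, mitochondrially encoded genes (median -0.05; mt-Nd3 -0.36) 0.307, or 0.000959 without control replicate 1, and nuclear-encoded oxidative phosphorylation (median -0.00317, mean 0.04; Ndufb10 0.50) 0.54. That last list passed without control replicate 1 with a median of 0.23 (adjusted p = 0.000983) and without control replicate 2 with one of -0.18 (adjusted p = 0.00689).

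Another split of the mice set control replicate 1 with RSD replicates 1 and 2 against the rest. It called more transcripts, genes and isoform shares than RSD against control, but 3 gene lists passed camera against 6. The excess of calls points to a structure of the samples. After a trend over gene length was removed, known for 11665 genes (95.0%), this split called 446 genes and the real one 299 at the threshold of the paper, against 605 and 285 before, so the trend could account for part of the excess, by a margin close to the bound of 1.5 times. A wrong label on control replicate 1 stays open, since it lay nearer the RSD mice in 74.5% of the 216 mRNA transcripts called in limma without it at an adjusted p under 0.05, where the lowest share for an RSD mouse left out was 63.6% and control replicates 2 and 3 had 28.2% and 36.8%, though another structure that sets this mouse beside the RSD mice could give the same. Over genes, with fewer calls, control replicates 1, 2 and 3 had 80.4%, 45.5% and 36.4%, and RSD replicates 1, 2 and 3 had 100%, 100% and 80.0%. Over lncRNA transcripts the shares did not separate the labels. There they were 65.2%, 47.1% and 55.6% for control replicates 1, 2 and 3 and 75.0%, 61.5% and 45.7% for RSD replicates 1, 2 and 3. Control replicates 2 and 3 had 1785 and 1647 mRNA transcripts listed at 0, and control replicate 1 had 987. In RSD replicates 1, 2 and 3 these numbered 860, 822 and 988. Values of 0 in control replicates 2 and 3 could also set control replicate 1 nearer the RSD mice, which was not tested. The maze and qRT-PCR results of the paper follow the labels, but no values per mouse were used here, so they do not place the library of control replicate 1. Sequencing depth stays open, since 1 library of the other side lies within the depth range of these 3, and 1 library excludes nothing, and no biological explanation of this split was tested.

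With 10 splits of the mice a share under 0.05 cannot be reached, and the numbers of splits below include the real split itself. As many calls as the real split were given by 2 splits for mRNA transcripts at the threshold of the paper (real 1204, highest other 1947), 2 for lncRNA transcripts (575, 772), 2 for genes (297, 660) and, at an adjusted p under 0.05, by 2 for mRNA transcripts (48, 128), 4 for lncRNA transcripts (24, 58), 2 for genes (9, 42) and 5 for isoform shares (34, 79). For the gene lists past camera 2 splits gave as many (6, 8). Each of the other splits had at least 3 lists past camera, so a pass at the preset correlation is not particular to RSD against control.

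Among called mRNA transcripts, which were chosen for a large change, the gene often moved less than the transcript. If reads had been divided differently among the isoforms of a gene, the summed other isoforms would move the opposite way more often. They did so for 51.0% of called transcripts and 47.3% of the 2769 transcripts not called in the same genes, a difference of 3.72 points with a standard error of 1.81 if transcripts were independent. This is under the 10 points set in advance but goes toward the explanation, and that bound does not decide, since called transcripts had a median size of 25.9% of their gene and a shift of reads is diluted in the sum of the others, so the explanation stays open. For a transcript not called, the sum of the others holds the called transcript, so a shift of reads could raise both shares. A shift of reads to transcripts listed as lncRNA would also be missed, since only mRNA transcripts were summed. A change of isoform use by RSD cannot be told apart from the structure of the samples, since another split called 79 isoform shares against 34 for RSD, and more calls in a split that follows that structure do not forbid an effect of RSD.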
